# Nephron-Specific *Lin28A* Overexpression Triggers Severe Inflammatory Response and Kidney Damage

**DOI:** 10.7150/ijbs.97434

**Published:** 2024-07-22

**Authors:** Anna Futorian, Leah Armon, Hiba Waldman Ben-Asher, Irit Shoval, Inbal Hazut, Ariel Munitz, Achia Urbach

## Abstract

The RNA-binding proteins LIN28A and LIN28B contribute to a variety of developmental biological processes. Dysregulation of *Lin28A* and *Lin28B* expression is associated with numerous types of tumors. This study demonstrates that *Lin28A* overexpression in the mouse nephrons leads to severe inflammation and kidney damage rather than to tumorigenesis. Notably, *Lin28A* overexpression causes inflammation only when expressed in nephrons, but not in the stromal cells of the kidneys, highlighting its cell context-dependent nature. The nephron-specific *Lin28A*-induced inflammatory response differs from previously described *Lin28B*-mediated inflammatory feedback loops as it is IL-6 independent. Instead, it is associated with the rapid upregulation of cytokines like *Cxcl1* and *Ccl2*. These findings suggest that the pathophysiological effects of *Lin28A* overexpression extend beyond cell transformation. Our transgenic mouse model offers a valuable tool for advancing our understanding of the pathophysiology of acute kidney injury, where inflammation is a key factor.

## Introduction

*Lin28*, initially identified as a heterochronic gene in Caenorhabditis elegans, is an RNA-binding protein^1^,^2^ that regulates gene expression through two distinct mechanisms: one blocks maturation of the *Let-7* microRNA (miRNA) family^3^-^6^, preventing gene translation suppression by these miRNA^6^-^8^; the other, mediated via a *Let-7*-independent pathway, directly binds to mRNAs and modifies gene expression^8^-^10^.

In mammals, there are two paralogs, *Lin28A* and *Lin28B,* which are expressed mainly in pluripotent and multipotent stem cells. *Lin28A* and *Lin28B (*henceforth,* Lin28A/B)* play a role in various biological processes, including development, growth, metabolism, tissue regeneration, and others^7^,^8^,^11^-^18^, via the regulation of diverse molecular pathways (for review, see^7^,^8^,^12^). For example, *Lin28A/B* regulate the activity of the mTOR pathway to promote the proliferation of neuronal progenitor cells^19^, and to regulate glucose metabolism^13^. Normally, *Lin28A/B* undergo downregulation upon cell differentiation and their ectopic/overexpression is associated with numerous types of pediatric and adult tumors^7^,^8^,^12^,^20^-^24^.

Despite the high similarity between these paralogous genes and their common function in blocking *Let-7* maturation, these proteins differ in their cellular localization, mechanisms of *Let-7* inhibition, regulatory signals governing their expression, and spatial distribution (for reviews, see^8^,^12^,^25^). A significant piece of evidence supporting the distinct roles and functions of these two paralogous proteins is the pronounced difference in phenotypes observed among *Lin28A* knockout (KO) mice, *Lin28B* KO mice, and *Lin28A/B* double KO mice^26^. Additionally, some roles have been demonstrated only for one of the two paralogs. For example, it has been shown that *Lin28A* interacts with signaling factors of the FGF/WNT, SHH, and BMP pathways to control the elongation of the caudal body axis^15^, and that *Lin28B* regulates mTOR pathway activity to enable the generation of cochlear hair cells^27^. *Lin28B* overexpression (OE) was also shown to play a role in a positive feedback loop connecting inflammatory response and hematopoietic cancer formation via the NF-κB-LIN28B-IL-6-STAT3 pathway^28^.

Both* Lin28A* and* Lin28B* are expressed during mouse embryonic kidney development in the nephron progenitor cap-mesenchyme (CM) cells until E13.5 and E16.5, respectively^16^,^17^. We and others found that *Lin28A/B* regulate the balance between CM proliferation and differentiation and are required for normal nephrogenesis^16^,^17^. Specifically, we showed that *Lin28A/B* OE during embryonic nephrogenesis in the entire kidney led to abnormal CM proliferation and development of a kidney tumor highly resembling Wilms tumor^16^. Interestingly, however, specific *Lin28A/B* OE in the CM cells did not result in abnormal CM proliferation but led to the development of severe postnatal kidney damage^16^. This effect was not due to abnormal embryonic kidney development, as *Lin28A/B* OE in adult nephrons produced a similar phenotype^16^.

In the current study, we studied this pronounced effect of *Lin28A/B* OE on the adult kidney, focusing on *Lin28A*. Remarkably, we found that the severe kidney damage resulted from an inflammatory response induced by the overexpression of *Lin28A*. We further found that the *Lin28A*-induced inflammatory response is associated with abnormal activation of the AKT pathway. These findings extend our understanding of *Lin28A* OE impact, showing that under a specific cellular context, *Lin28* OE leads to an inflammatory response rather than tumorigenesis.

## Materials and Methods

### Mice

All procedures were approved by the University of Bar-Ilan Institutional Animal Care and Use Committee. The generation and maintenance of TRE-Lin28A mice were previously described^11^,^13^,^14^,^16^. These mice were crossed with Rosa26-Lox-stop-Lox mice, as described in 11,13,14,16**,** to obtain homozygous TRE-*Lin28A*;Lox-stop-Lox-TetOn-rtTA. Homozygous TRE-*Lin28A*;Lox-stop-Lox-TetOn-rtTA were crossed with Six2Cre mice (Jackson Laboratories Stock #009606) or FoxD1Cre mice (Jackson Laboratories Stock #012463) to achieve nephron and stromal (respectively) cell-specific *Lin28A* OE upon Dox treatment. Doxycycline - Doxycycline (Sigma-Aldrich; 1g/L) was administered to the drinking water for different time durations, as described in the Results section. Rapamycin - Rapamycin (LC Laboratories; 4 mg/kg mouse weight) was injected intraperitoneally thrice weekly for three weeks (starting at P28). Dexamethasone - Dexamethasone (Sigma-Aldrich; 25μg) was injected intraperitoneally three times a week for a three-week period. In addition, 20 mg/L of Dexamethasone was supplemented in the drinking water.

**Histology and Immunofluorescence staining:** Samples were fixed with 4% paraformaldehyde diluted in PBS, dehydrated in 75% EtOH, and embedded in paraffin. Sections were cut 7-μm thick and dried overnight at 37°C. The slides were dewaxed with xylene and rehydrated through a series of washes with decreasing percentages of ethanol. Antigen retrieval was performed in 10 mM sodium citrate buffer (pH 6.0) by placing it in a pressure cooker for 15 min at a high temperature. Sections were blocked in 10% serum and incubated overnight at 4°C with the primary antibodies. Tissue sections were washed with PBS and incubated for 1 h at room temperature with secondary antibodies. Sections were treated with DAPI before mounting with mounting solution (Fluoromount-G, Thermo Fisher Scientific). For the list of antibodies, see **Table S1**.

For hematoxylin and eosin (H&E) staining, sections were paraffin-embedded. Next, the sections were stained with Harris hematoxylin solution (Kaltek) for 1 min and with eosin (Millipore) for 15 s. Mounting was conducted with DPX Mountant (Millipore).

**RNA extraction and qRT-PCR analysis:** Total RNA was extracted using TRI Reagent (RiboEx, GeneALL). cDNA was synthesized using iScript cDNA Synthesis kit (Bio-Rad). qRT-PCR analysis was performed using PerfecTa SYBR Green FastMix (Quantabio). β-actin was used for normalization. Relative expression was analyzed using the 2^-ΔΔCt^ method. The data are represented as relative expression (fold change); however, the statistical analysis was performed on the ΔΔCt values due to their linearity. For primer list, see **Table S1**.

**Western Blot:** Total protein was extracted from harvested kidneys. Kidneys were collected and snap-frozen in liquid nitrogen. Next, 10-20mg tissue pieces were homogenized using Bullet Blender homogenizer (Next Advance) in ice-cold lysis buffer (10 mM TrisHCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA, 0.5% TritonX100, 7 M urea, protease inhibitor cocktail (Millipore), and phosphatase inhibitor cocktail (Cell Signaling)). The extracted proteins were separated by 10% acrylamide gel, followed by transfer to a nitrocellulose membrane. The membranes were blocked with 2% bovine serum albumin in TBST (TBS with 0.05% Tween20). Then, the membranes were incubated with the appropriate antibodies and developed with EZ-ECL (Biological Industries). For the list of antibodies, see **Table S1**.

**Analysis of WBC and BUN levels in the blood:** WBC count was performed using the Exigo™ H400 veterinary hematology analyzer (Boule), according to the manufacturer's instructions. BUN levels were measured using the Vetscan 2 (Zoetis), according to the manufacturer's instructions.

**Flow Cytometry:** The kidneys were obtained from lin28A OE and littermate control mice and mashed through a 100μm strainer (431752, Corning). Cell suspensions were collected and incubated for 10 minutes with RBC lysis buffer. Staining was performed on ice after incubation with anti-CD16/CD32 (14-0161-82, eBioscience) to reduce non-specific binding to Fc receptors. Flow cytometric analysis was performed using Gallios (Beckman-Coulter). To obtain absolute cell counts, Flow-Count Fluorosphers (#7547053, Beckman-Coulter) were used according to the manufacturer's instructions. Data were analyzed using Kaluza analysis software (Beckman-Coulter). For the list of the fluorochrome-labeled anti-mouse antibodies used, see **Table S1.**

**ELISA:** Protein levels of TNF-α, IL-6 and CCL2 were determined using commercially available kits (TNF-α: DY410, R&D; CCL2: DY479, R&D; and IL-6: 900-T50, Peprotech), according to the manufacturer's instructions.

**RNA seq:** RNA quality control - For QC of purified RNA, absorbance ratios A260:A280 and A260:A230 were assessed with NanoDrop 2000. The integrity of RNA was evaluated based on RIN acquired via capillary gel electrophoresis performed using Agilent 4200 TapeStation in combination with Agilent RNA ScreenTape System (Agilent Technologies). All RNA samples went through Dnase Treatment Kit (Qiagen) before proceeding to the next step. PolyA selection and library preparation - For library preparation, NEBNext RNA ultra II RNA library preparation kit (NEB) was used. All RNA samples underwent PolyA selection following the manufacturer's protocols. Samples were multiplexed using suitable molecular barcodes, and resulting cDNA pools were processed according to the NextSeq System Denature and Dilute Libraries guide. (Illumina). Quantification and quality control of the libraries were done using a Qubit fluorimeter and Agilent 4200 TapeStation. Next-generation sequencing - Single-read sequencing of the libraries with a read length of 75 was performed with NextSeq 500 Sequencing System using NextSeq 500/550 High Output v2 kit (75 cycles) (20024906 Illumina). PhiX Control v3 (Illumina) was added at 1% to all pools as an internal control before the sequencing. The RNA seq data has been deposited in Gene Expression Omnibus (GEO), series accession number GSE254805.

**Bioinformatics analysis:** Sequenced reads were mapped to the mouse reference genome sequences (mm10) using STAR. The aligned reads were quantitated by Htseq. The normalization and differentially expressed genes test were implemented by DESeq2. For Pathways and GO terms enriched analysis, the DEG list was analyzed by GeneAnalytics (https://geneanalytics.genecards.org/).

**Statistical analysis:** All data were generated from at least three independent experiments. P values of less than 0.05 were considered statistically significant. All analyses were performed using the GraphPad Prism software. For additional information regarding the precise analyses used, see figure legends.

## Results

### Nephron-specific *Lin28A* OE leads to rapid damage in diverse types of kidney cells

We have shown previously that *Lin28A/B* OE in the nephrons causes severe kidney damage^16^. To further explore this effect, we used the same TRE-*Lin28A*;Lox-stop-Lox-TetOn-rtTA transgenic mice described previously^11^,^14^,^16^. Crossing this strain with *Six2***-**Cre mice removes the stop cassette specifically in the CM cells and their derivates, i.e., the adult nephrons. This enables a specific *Lin28A* OE upon doxycycline (Dox) treatment, which leads to severe kidney damage (**Figure 1A**). To study if the kidney damage is specific to the nephron or if *Lin28A* OE in the nephrons affects other cell types in the kidney, we performed immunofluorescent staining with markers for proximal tubules (PT), distal tubules (DT), and collecting duct (CD). Interestingly, we found that nephron-specific *Lin28A* OE damaged not only the PT and the DT but also the CD, which is derived from the ureteric bud lineage and not from the *Six2* positive nephron progenitor cells^29^ (**Figure 1B,C and Figure S1A**). This observation suggests that nephron-specific *Lin28A* OE has a broad effect on the kidneys. The increased blood urea nitrogen (BUN) levels (**Figure 1D**) further confirm the severe damage caused by *Lin28A* OE. Notably, this effect of *Lin28A* OE emerges within just one week, as evidenced by H&E (**Figure S1B**) and immunostaining (**Figure 1E**). To further characterize the kidney damage and to explore its cause, we performed bulk RNA sequencing on kidneys following one, two, and five weeks of Dox treatment. 

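Bulk RNA sequencing was available for 18 kidney libraries in 6 groups of 3, control and *Lin28A* OE kidneys after 1, 2 and 5 weeks of Dox at 1 g/L. By the labels all mice carry Lox-stop-Lox-TetOn-*Lin28A*, and the OE mice alone also carry Six2Cre. The endogenous *Lin28a* gene lies on chromosome 4 of GRCm38 from 134003330 to 134018841. Dox induces a *Lin28A* transgene, and the counts per gene do not separate its reads from those of the endogenous gene. *Lin28a* was far higher in every OE library than in every control library. At 1 week its normalized reads were 55659 ± 13523 (SD, n = 3) in OE kidneys and 21.8 ± 6.42 (SD, n = 3) in control kidneys, a log2 fold change of 11.26 (standard error 0.29, adjusted p = 3.79e-13 from limma). At 2 weeks the OE mean was 80282 ± 32761 (SD, n = 3) and at 5 weeks 545 ± 109 (SD, n = 3), with control means of 17.3 ± 2.55 (SD, n = 3) and 23.8 ± 6.5 (SD, n = 3). The log2 fold change was 12.03 at 2 weeks and 4.48 at 5 weeks. The authors aligned the reads to mm10 with STAR, counted them per gene with HTSeq and normalized them with DESeq2, and the deposited values are reads divided by a size factor for each library. Dividing each library's values by what 1 read is worth gave whole reads for 100% of the values, within a tolerance of 0.001. The recovered totals were 23966377 to 26418382 reads in controls and 21176911 to 26578917 in OE kidneys at 1 week, with medians of 24489233 and 25339446. At 2 weeks they were 21376177 to 26891927 (median 25568893) in controls and 25509808 to 26418764 (median 25739659) in OE kidneys. At 5 weeks they were 25620807 to 28686369 (median 25815218) and 25839963 to 26844887 (median 26378029). Each comparison was tested with limma on log2(normalized value + 1) in one fit of the 18 libraries, over the 16984 genes with a mean above 10. The 51 gene lists were fixed before the data were examined, and members that Tables S2 and S3 name had been seen there. Fold changes on this scale understate the change of genes with few reads. At an adjusted p under 0.05 from limma 5828, 9801 and 2643 of all genes tested passed at 1, 2 and 5 weeks, higher and lower together. The labels give no sex. *Xist*, which is transcribed from the inactive X chromosome, exceeded 100 normalized reads in 1 OE library at 1 week, 2 OE and 1 control library at 2 weeks, and 1 OE and 1 control library at 5 weeks. In the other 12 libraries it stayed below 100, and *Ddx3y*, a gene of the Y chromosome, exceeded 100.

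**Figure D1:**
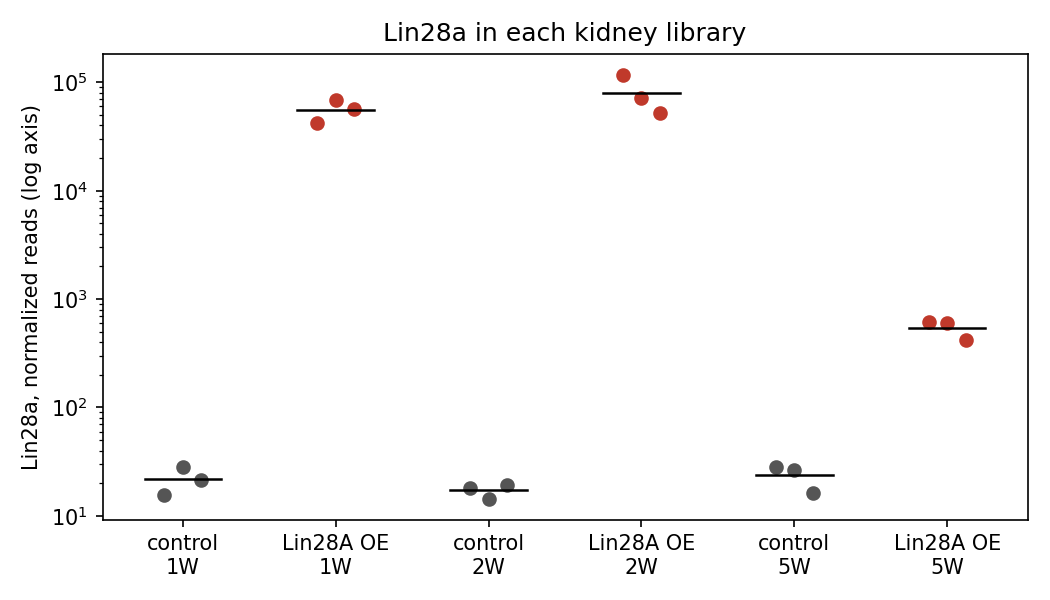
Normalized reads of *Lin28a* on a log axis for each of the 18 libraries, with a bar at the mean of each group of 3. The OE libraries at 5 weeks average 545, below those at 1 and 2 weeks and above all control libraries.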

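Genes of tubular injury were higher in OE kidneys after 1 week. *Havcr1*, which encodes KIM1, a membrane protein of injured proximal tubules, lies on chromosome 11 of GRCm38 from 46735080 to 46779578. Its normalized reads were 3807 ± 1354 (SD, n = 3) in OE and 97.5 ± 62.8 (SD, n = 3) in control kidneys, a log2 fold change of 5.53 (standard error 1.00, adjusted p = 5.06e-04 from limma). *Lcn2*, which encodes NGAL, a secreted iron-siderophore carrier, lies on chromosome 2 of GRCm38 from 32384633 to 32388252 and measured 3809 ± 1056 (SD, n = 3) against 164 ± 95.1 (SD, n = 3), a log2 fold change of 4.65 (standard error 0.47, adjusted p = 2.89e-06 from limma). For both genes all 3 OE libraries lay above all 3 controls (exact two-sided permutation test on the means, p = 0.1, the smallest that 3 against 3 allow). Of 23 listed tubular injury genes 20 were higher and 0 lower at an adjusted p under 0.05 from limma, with 22 higher and 0 lower when adjusted over the list alone. *Krt20*, a keratin, rose with a log2 fold change of 5.84 (standard error 0.41, adjusted p = 8.82e-08 from limma), and *Cdkn1a*, a cell cycle inhibitor, rose with a log2 fold change of 5.03 (standard error 0.43, adjusted p = 6.49e-07 from limma). For the list as a set, camera's adjusted p was 3.27e-13 with a preset correlation, and the adjusted p was 0.0817 with an estimated correlation. Macrophage and monocyte marker genes were higher alongside, 16 of 18 from limma (17 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation), with a median log2 fold change of 2.55.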

The increased levels of kidney injury markers such as *Kim1* and *Ngal* 30,31 already shown after one week of Dox treatment (**Figure 1F**) further demonstrate the pronounced and rapid kidney damage.

### *Lin28A* OE in the nephrons triggers an inflammatory response

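The 9 control libraries lay together on the first principal component and each OE group lay apart from them. On this component controls ranged from -41.27 to -30.41, and the OE groups averaged 31.51 ± 4.12 (SD, n = 3) at 1 week, 67.95 ± 5.42 (SD, n = 3) at 2 weeks and 8.98 ± 11.33 (SD, n = 3) at 5 weeks. The second component set the OE kidneys at 5 weeks apart, at 28.67 ± 8.95 (SD, n = 3), while controls ranged from -15.87 to 6.57. The components held 62.7% and 8.34% of the variance of the 500 most variable genes. Between the control groups 14 genes were differentially expressed in limma. By comparison these were 14 at 5 against 2 weeks, 3 at 2 against 1 week and 0 at 5 against 1 week. Among them was *Serpina6*, which encodes a corticosteroid-binding protein and was chosen after its values were seen. It had a log2 fold change of 5.58 (adjusted p = 2.55e-05 from limma) at 5 against 2 weeks. Its control means were 33363, 1055 and 41783 normalized reads at 1, 2 and 5 weeks, so the 2-week controls were the low group. Those controls are also the reference for OE kidneys at 2 weeks. The count of 14 was 159 with DESeq2 and 153 without control replicate 1 at 2 weeks. Leaving out control replicate 2 or 3 at 2 weeks gave 4 or 3, and leaving out replicate 1, 2 or 3 at 5 weeks gave 5, 5 or 7.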

Principal Component Analysis (PCA) of the RNA sequencing results indicates that while all the control kidneys form a cohesive cluster, each group of *Lin28A* OE kidneys forms a distinct cluster (**Figure S2A**). 

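Genes of inflammation were among those higher in OE kidneys at each week. Of 59 listed cytokine and chemokine genes 44 were higher and 3 lower at 2 weeks at an adjusted p under 0.05 from limma, with 44 higher and 3 lower when adjusted over the list alone. At 5 weeks 30 were higher and 2 lower, with 39 higher and 3 lower when adjusted over the list alone. *Cxcl5*, a neutrophil chemokine, had a log2 fold change of 9.79 (standard error 0.74, adjusted p = 2.15e-08 from limma) at 2 weeks, and *Il1f6*, an interleukin 1 family cytokine, had a log2 fold change of 5.10 (standard error 0.55, adjusted p = 3.55e-05 from limma) at 5 weeks. *Il15*, a cytokine of lymphocyte survival, fell by 0.71 on the log2 scale at 2 weeks (adjusted p = 0.00148 from limma). For the list at 2 weeks camera's adjusted p was 9.39e-11 with a preset correlation, and the adjusted p was 0.101 with an estimated correlation, and at 5 weeks the values were 3.72e-15 and, as the adjusted p with an estimated correlation, 0.0557. With the criteria of the paper, 1394 genes were higher and 852 lower at 1 week, 2512 and 2860 at 2 weeks, and 818 and 514 at 5 weeks. Besides *Lin28a*, the largest rises at 1 week were in *Six2* and *Serpinb9b*, a serine protease inhibitor, with log2 fold changes of 10.99 and 8.94. *Six2* is a transcription factor of nephron progenitors, and its promoter drives the Cre, which the OE mice carry and the controls do not. Among the largest falls at 2 weeks were *Dpys*, an enzyme of pyrimidine breakdown, and *Pvalb*, a calcium-binding protein of the distal convoluted tubule, with log2 fold changes of -7.13 and -7.68. At 5 weeks the 514 lower genes became 804, 299 and 290 without OE replicate 1, 2 and 3 and 338 in a fit of the 5-week libraries alone, and the 818 higher became 485 without OE replicate 3. The count of 1332 became 775 without OE replicate 3 and 730 in the 12 libraries with *Ddx3y* above 100 normalized reads, an alternative chosen after the data were seen.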

Notably, however, analysis of the differentially expressed genes (DEGs, defined based on the following criteria: Log2fold > 1 or < -1; Baseman > 10; and adjusted P-value <0.05) revealed that the top GO terms associated with the *Lin28A* OE upregulated DEGs were all related to inflammatory response in all the *Lin28A* OE groups (**Figure 2A**). This unexpected observation suggests that *Lin28A* OE in the nephrons induces an inflammatory response. 

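Marker genes of macrophages and monocytes were higher in OE kidneys at all 3 weeks, 16 of 18 at 1 week, 18 at 2 weeks and 16 at 5 weeks, and none was lower (adjusted p under 0.05 from limma; 17, 18 and 16 higher when adjusted over the list alone). *Lyz2*, the lysozyme of myeloid cells, had a log2 fold change of 3.63 (standard error 0.35, adjusted p = 1.93e-06 from limma) at 1 week. Of 11 neutrophil genes 8, 10 and 5 were higher (9, 10 and 7 when adjusted over the list alone), with *S100a8*, a calcium-binding protein of neutrophils, at a log2 fold change of 4.34 (standard error 0.61, adjusted p = 6.39e-05 from limma) at 1 week. Of 11 T cell genes 5 were higher at 1 week (6 when adjusted over the list alone), among them *Cd4* with a log2 fold change of 2.78, but 3 were higher and 1 lower at 2 weeks (3 and 1 when adjusted over the list alone). At 5 weeks 0 T cell genes were higher and 1 lower from limma (2 and 1 when adjusted over the list alone), with 2 higher at an unadjusted p under 0.05, 0 from edgeR and 1 from DESeq2, and the median log2 fold changes over the 3 weeks were 1.34, 0.22 and 0.42. B cell genes went the other way at 2 weeks, with 6 of 8 lower (6 when adjusted over the list alone). Of B cell genes 0 were lower at 1 and at 5 weeks from limma, edgeR and DESeq2, with 1 and 1 at an unadjusted p under 0.05 from limma. All 29 measured interferon response genes were higher at 1 and 2 weeks and 4 at 5 weeks, with the same counts when adjusted over the list alone. *Ifit1*, an interferon-induced antiviral gene, had log2 fold changes of 4.70 and 5.96 at 1 and 2 weeks. Of 16 genes of MHC class I presentation 15, 16 and 2 were higher (16, 16 and 2 when adjusted over the list alone). With an estimated correlation camera's adjusted p at 1 week was 0.11 for macrophages, 0.113 for neutrophils, 0.561 for T cells, 0.0808 for the interferon response and 0.147 for MHC class I. In the same order it was 0.121, 0.101, 0.91, 0.105 and 0.134 at 2 weeks and 0.0719, 0.192, 0.826, 0.607 and 0.53 at 5 weeks, and 0.56 for B cells at 2 weeks. Red blood cell genes moved with these groups in the opposite direction, with 6 of 6 lower at 1 and 2 weeks and 3 at 5 weeks, and 6 at each week when adjusted over the list alone (camera's adjusted p = 0.205, 0.188 and 0.24 with an estimated correlation). From the inflammatory terms among the upregulated genes, the paper proposes that *Lin28A* OE in the nephrons induces an inflammatory response.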

To validate this finding, we performed FACS analysis for different types of immune cells (**Figure 2B**). We further conducted ELISA, which revealed upregulation of CCL2 but not of IL-6 or TNFα (**Figure 2C**). Consistent with the ELISA results, the RNA seq also showed significant upregulation of *Ccl2* (**Figure S2B**). However, contrary to the ELISA results, there was upregulation of *Tnfα* at the RNA level (**Figure S2B**).

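*Ccl2*, the chemokine that attracts monocytes, lies on chromosome 11 of GRCm38 from 82035571 to 82037453. At 2 weeks its normalized reads were 1887 ± 972 (SD, n = 3) in OE kidneys and 15.4 ± 6.92 (SD, n = 3) in control kidneys, a log2 fold change of 6.82 (standard error 0.56, adjusted p = 4.77e-08 from limma). Every OE library lay above every control library (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). *Ccl12*, a paralog of *Ccl2* that may share reads with it, had a log2 fold change of 5.41 (standard error 0.74, adjusted p = 1.10e-05 from limma).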

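*Tnf*, which encodes TNFα, lies on chromosome 17 of GRCm38 from 35199381 to 35202007. Its normalized reads at 2 weeks were 461 ± 71.8 (SD, n = 3) in OE kidneys and 4.3 ± 1.24 (SD, n = 3) in control kidneys, a log2 fold change of 6.46 (standard error 0.48, adjusted p = 1.85e-08 from limma). At 5 weeks its log2 fold change was 0.80 (standard error 0.48, adjusted p = 0.285 from limma), which did not pass the test. Without OE replicate 2 at 5 weeks it was 1.45 (adjusted p = 0.0339 from limma). *Il6*, which lay below the filter on low values, had 52 reads over the OE libraries at 2 weeks and 0 over the controls. The ELISA measured protein, at a time not sequenced here.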

We further explored if the inflammatory response was the direct effect of *Lin28A* OE or a secondary effect triggered by another kidney damage. To this end, we first generated a list of the most upregulated cytokines upon one week of Dox induction **Table S2**. 

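After 1 week, 38 of 59 listed cytokine and chemokine genes were higher in OE kidneys and 3 were lower at an adjusted p under 0.05 from limma, with 41 higher and 3 lower when adjusted over the list alone. *Cxcl10*, an interferon-induced chemokine, rose with a log2 fold change of 7.18 (standard error 0.27, adjusted p = 6.75e-11 from limma). *Cxcl5* and *Cxcl2*, chemokines of neutrophils, had log2 fold changes of 7.30 and 6.36. *Ccl2* and *Ccl7*, chemokines of monocytes, had 5.41 and 6.29, and *Tnf* had 4.93. *Ccl20*, a chemokine of CCR6-bearing cells, had 7.28 from 612 reads in OE libraries and 1 in controls. The interleukin 1 family members *Il1f6* and *Il1f9* had 6.15 and 6.14. The 3 lower genes were *Ppbp*, *Il15* and *Ccl25*, with -1.66, -0.67 and -0.66. The call was lost for *Ppbp* without control replicate 1 (-1.36) or 3 (-1.40) or OE replicate 1 (-1.56) or 3 (-1.50) and with no filter. It was lost for *Ccl25* without control replicate 1 (-0.54) or 2 (-0.62) or OE replicate 3 (-0.53) and in a fit of the 1-week libraries alone. The genes of Table S2 were chosen on these libraries, so their rise is not independent evidence of a direction. For the listed genes as a set, camera's adjusted p was 1.53e-14 with a preset correlation, and the adjusted p was 0.058 with an estimated correlation. Macrophage and monocyte marker genes were higher in the same kidneys, 16 of 18 from limma (17 when adjusted over the list alone, adjusted p = 0.11 with an estimated correlation), with a median log2 fold change of 2.55.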

Next, we analyzed the expression of these cytokines 48h following Dox induction (which is 24h subsequent to *Lin28A* upregulation (**Figure S2C**)). The rapid upregulation of some of these cytokines (**Figure 2D**) suggests that the inflammatory response is a direct effect of *Lin28A* OE.

As expected, DEG analysis between two weeks and one week of Dox induction showed that the trend of upregulation in genes and pathways related to the immune system was maintained between the first and the second week (**Figure S3**). Similarly, we found a trend of downregulation in genes related to metabolic pathways, indicating the worsening of kidney damage over time. 

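From 1 to 2 weeks of OE, genes of the interferon response, antigen presentation and neutrophils rose further. Of 29 interferon response genes 27 were higher at 2 weeks than at 1 week and none was lower (adjusted p under 0.05 from limma, 28 higher when adjusted over the list alone). *Mx2*, an interferon-induced GTPase, had a log2 fold change of 2.92 (standard error 0.39, adjusted p = 1.31e-04 from limma). Of 16 genes of MHC class I presentation 11 were higher (12 when adjusted over the list alone), with *Tap1*, a peptide transporter, at 1.62. Of 11 neutrophil genes 7 were higher (10 when adjusted over the list alone), with *Il1r2*, a decoy receptor, at 3.46. Of 59 cytokine and chemokine genes 12 were higher, 5 when adjusted over the list alone. With an estimated correlation camera's adjusted p was 0.221 for the interferon response, 0.222 for MHC class I, 0.221 for neutrophils and 0.415 for cytokines and chemokines. Of 18 marker genes of macrophages and monocytes 7 were higher alongside (9 when adjusted over the list alone, adjusted p = 0.404 with an estimated correlation), with a median log2 fold change of 0.79. In all, 720 genes were higher and 1184 lower at 2 weeks than at 1 week. The higher count was 425 without OE replicate 1 at 1 week, 455 with a mean above 50, and 439 in the 12 libraries with *Ddx3y* above 100 normalized reads, which hold 1 OE library at 2 weeks, an alternative chosen after the data were seen.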

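Genes of energy metabolism were lower at 2 weeks of OE than at 1 week. All 24 measured genes of the TCA cycle were lower (adjusted p under 0.05 from limma, 24 when adjusted over the list alone), with *Suclg1*, a subunit of succinate-CoA ligase, at a log2 fold change of -1.29 (standard error 0.15, adjusted p = 4.29e-05 from limma). Of 48 oxidative phosphorylation genes 45 were lower (46 when adjusted over the list alone), with *Ndufs1*, a complex I subunit, at -1.30. Of 26 fatty acid oxidation genes 17 were lower (18 when adjusted over the list alone), and of 32 amino acid catabolism genes 27 were lower (28 when adjusted over the list alone). *Acox2*, a peroxisomal oxidase, had -2.18. Reads of the mitochondrial genome moved with these groups, at 6.13% ± 0.911 (SD, n = 3) of all reads in OE kidneys at 1 week and 3.09% ± 0.974 (SD, n = 3) at 2 weeks, against 9.25% ± 0.3 (SD, n = 3) and 11.4% ± 1.25 (SD, n = 3) in controls. Proximal tubule genes fell alongside, 24 of 28 lower from limma (25 when adjusted over the list alone) with a median log2 fold change of -1.93. With an estimated correlation camera's adjusted p was 0.221 for the proximal tubule, 0.221 for the TCA cycle, 0.221 for oxidative phosphorylation, 0.221 for fatty acid oxidation and 0.221 for amino acid catabolism.

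**Figure D2:**
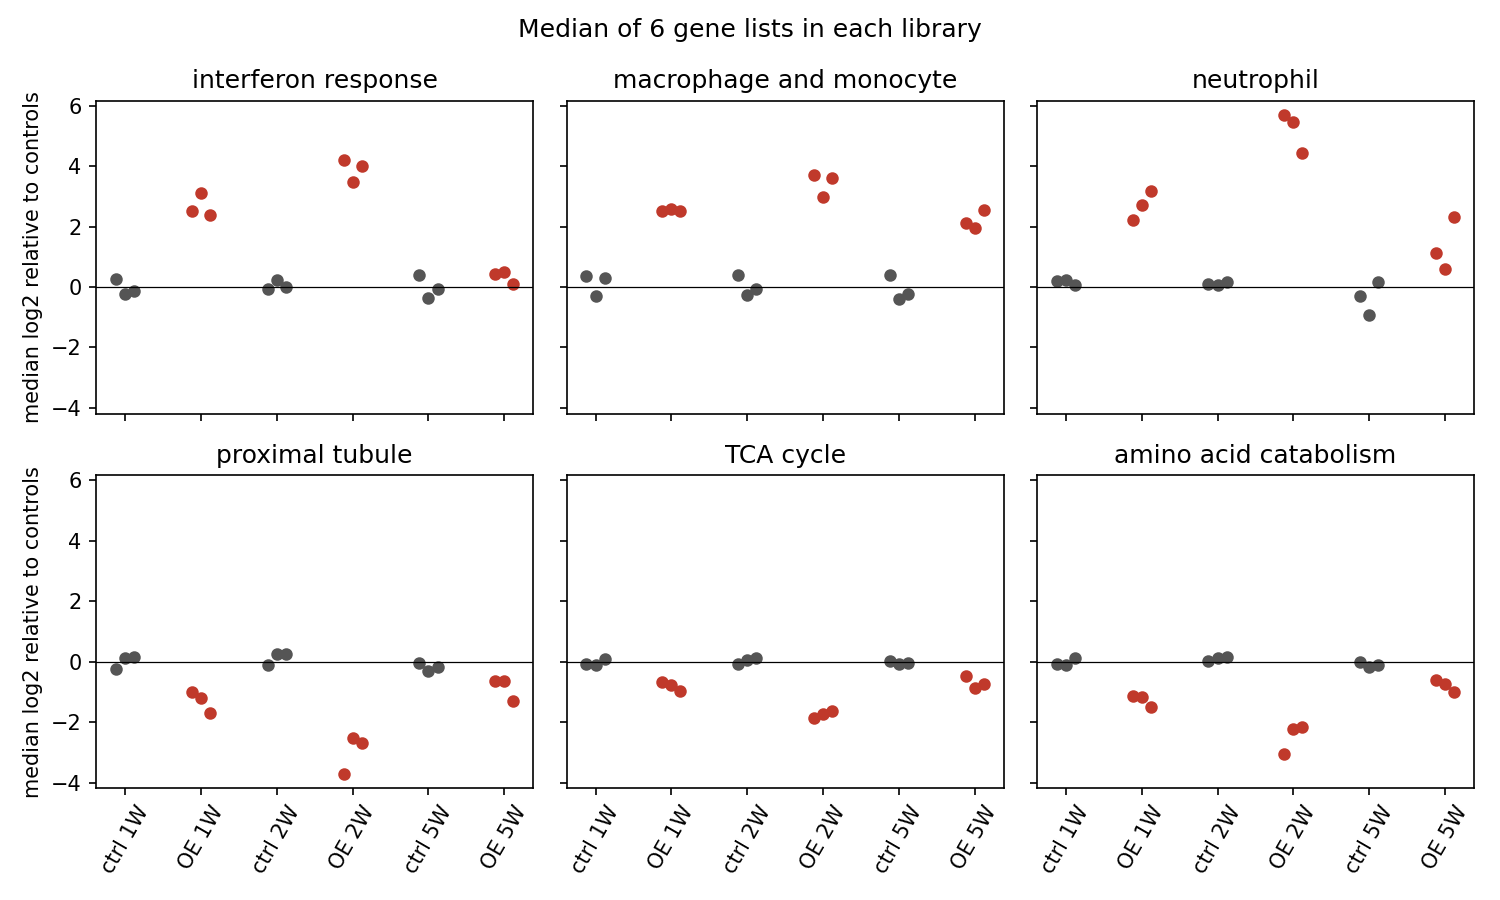
Median log2 value of 6 gene lists in each library, with each gene relative to its mean over the 9 controls, with control libraries in grey and OE libraries in red. The interferon response median at 2 weeks against control is 3.68, and that of the TCA cycle is -1.84.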

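Between 1 and 2 weeks of OE, 46 genes changed direction, 21 that were higher at 1 week and then fell and 25 that were lower and then rose. The second step compares OE libraries with each other, so it can be a return towards control. Against same-week controls, 1 gene went from higher at 1 week to lower at 2 weeks, *Ptgs2* at -1.30, and 0 went the other way. *Gbp6*, an interferon-induced GTPase, had log2 fold changes of 4.42 at 1 week against control and -2.78 from 1 to 2 weeks. *Slc13a1*, a sulfate transporter of the proximal tubule, had 1.58 at 1 week against control and -2.25 from 1 to 2 weeks, and *Fam163a*, which rose again, had -2.42 at 1 week against control and 1.81 from 1 to 2 weeks. Against controls at 2 weeks *Gbp6* had 2.01 (adjusted p = 0.00943 from limma), *Slc13a1* -0.93 (adjusted p = 0.0136 from limma) and *Fam163a* 0.58 (adjusted p = 0.217 from limma). These genes were chosen after their values were seen, outside the rule for named genes. Another 662 genes were differentially expressed in both comparisons in one direction. Both comparisons use the OE libraries at 1 week. The count of 46 became 20 with a mean above 50, 22 without OE replicate 1 at 1 week, 71 without OE replicate 2 at 1 week, and 30 in the 12 libraries with *Ddx3y* above 100 normalized reads, which hold 1 OE library at 2 weeks, an alternative chosen after the data were seen. The genes that rose and then fell and those that fell and then rose were in these settings 10 and 10, 11 and 11, 28 and 43, and 24 and 6. They were 40 and 19 with no filter, 19 and 49 with quantile normalization, 34 and 27 with DESeq2, 27 and 14 with the compared groups alone, 26 and 14 with a pseudocount of 5, 21 and 15 without control replicate 2 and 12 and 24 without OE replicate 3 at 1 week.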

Interestingly, we found only a handful of genes that changed their gene expression dynamics (from upregulation after one week to downregulation after two weeks and vice versa). It appears that this change has no functional effect, as these genes are not part of any specific pathway or GO term (**Figure S3**), and no one of them by itself is expected to play a role in the kidney phenotype (for the lists of all groups of DEGs representing gene expression dynamic, see **Table S3**).

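Of the 46 genes that changed direction, 3 belong to any of the 51 gene lists, each to a different list. The lists hold 945 genes beside 16984 tested, so few of any 46 genes would be on them. The 3 therefore do not show whether the 46 share a pathway, and *Gbp6*, an interferon-induced gene, is on no list. *Ptgs2*, which encodes cyclooxygenase 2 and is on the list of NF-κB targets, had log2 fold changes of 1.16 at 1 week against control and -2.20 from 1 to 2 weeks. *Ciart*, a circadian repressor, had -1.73 at 1 week against control and 1.29 from 1 to 2 weeks, and *Mylpf*, a myosin light chain of skeletal muscle, had 1.49 at 1 week against control and -2.36 from 1 to 2 weeks. *Mylpf* is the 1 measured gene of 6 listed for skeletal muscle, and *Myl3*, a myosin light chain of slow muscle and heart that is on no list and was chosen after its values were seen, had 2.37 at 1 week against control and -3.36 from 1 to 2 weeks. For *Ptgs2* the call at 1 week was lost with edgeR (1.05), with no filter, with quantile normalization (1.04), with upper-quartile rescaling (1.12), with the replicate number as a block (1.16), with *Xist* as a covariate (1.15), and without control replicate 3 (0.69), OE replicate 1 (1.09) or OE replicate 3 (1.06). In the 12 libraries with *Ddx3y* above 100 normalized reads the calls of *Ptgs2* (1.09) and *Mylpf* (1.19) at 1 week were lost. From 1 to 2 weeks *Ptgs2* had -2.02 and *Ciart* 0.89 there, without a call, from 1 OE library at 2 weeks. Of the 46 genes 30 carry a name other than a Gm, Rik or RP identifier.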

To investigate whether the kidney damage results from the inflammatory response or if these are distinct consequences of *Lin28A* OE, we treated the mice with dexamethasone to prevent inflammation (**Figure 3A**). Remarkably, dexamethasone treatment completely rescued the kidney phenotype (**Figure 3B,C and Figure S4**). This result suggests that the *Lin28A*-induced inflammatory response caused the kidney damage. To explore whether the inflammatory response is induced when *Lin28A* is overexpressed in kidney cell types other than nephrons, we crossed the TRE-*Lin28A*;Lox-stop-Lox-TetOn-rtTA transgenic mice with *FoxD1*-Cre mice to induce *Lin28A* OE in the stromal cells of the kidneys^32^. While this crossing led to a significant *Lin28A* OE (**Figure S5A**), it did not cause an inflammatory response and kidney damage **Figure S5A,B)**. These results indicate that the effect of *Lin28A* OE on inflammation development is cell-context-dependent.

To determine whether *Lin28A* OE is required only for the initiation of the inflammatory response or also for its maintenance, we treated the mice with Dox for 2-3 weeks and then withdrew Dox for an additional three weeks. As expected, Dox withdrawal led to *Lin28A* downregulation (**Figure S6A**). This downregulation of *Lin28A* significantly decreased the inflammatory response, as evidenced by the downregulation of CXCL1, indicating that Lin28A OE plays a role in both initiating and sustaining the inflammatory response (**Figure S6B**). Remarkably, although the decrease in the inflammatory response did not lead to recovery of the kidney phenotype, it halted further progression of the damage (**Figure S6C**).

### The mTOR signaling pathway is upregulated but not involved in the kidney phenotype

It has been shown previously that *Lin28A/B* regulate the activation of the mTOR pathway(11-13, which, among other functions, regulates the immune system response^33^ and whose abnormal activation has also been associated with kidney pathogenesis^34^. Indeed, we observed a significant activation of the mTOR pathway (as evidenced by increased pS6 levels) upon *Lin28A* OE in the kidneys (**Figure 4A,B**). Therefore, we treated the transgenic and control mice with rapamycin to explore if the mTOR pathway is also involved in the kidney phenotype induced by *Lin28A* OE. While the rapamycin treatment significantly inhibited the activation of mTOR pathway (**Figure 4C**), it did not rescue the kidney phenotype (**Figure 4D**). These results indicate that the effect of *Lin28A* OE on the kidneys is not mediated via mTOR pathway activation.

### The effect of *Lin28A* OE on the kidneys is mediated via the AKT-NF-κB-CXCL1 pathway

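*Cxcl1*, a chemokine that attracts neutrophils, lies on chromosome 5 of GRCm38 from 90891241 to 90893115. Its normalized reads at 1 week were 4770 ± 855 (SD, n = 3) in OE kidneys and 15.7 ± 8.22 (SD, n = 3) in control kidneys, a log2 fold change of 8.30 (standard error 0.68, adjusted p = 3.69e-07 from limma). At 2 weeks it had a log2 fold change of 8.57 (standard error 0.68, adjusted p = 3.20e-08 from limma), and at 5 weeks a log2 fold change of 4.03 (standard error 0.68, adjusted p = 0.00113 from limma). The difference between the effects at 5 and 2 weeks was -4.55 (standard error 0.96, adjusted p = 0.00214 from limma), and that between 2 and 1 weeks was 0.27 (adjusted p = 0.891 from limma).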

Our qRT-PCR and RNA seq data (**Figure 2D** and **Table S2**) reveal that *Cxcl1* is one of the most significantly upregulated cytokines upon *Lin28A* OE. We further validated this observation by analyzing the expression levels of *Cxcl1* in comparison to *Ccl2* at 24,48,96, and 168h following Dox treatment (**Figure 5A**). *Cxcl1* plays an important role in kidney inflammation and damage^35^,^36^ and is regulated by the NF-κB pathway^37^. 

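Genes of the NF-κB pathway were higher in OE kidneys, 43 of 48 at 1 week, 43 at 2 weeks and 24 at 5 weeks (adjusted p under 0.05 from limma; 43, 44 and 31 higher when adjusted over the list alone). *Nfkbid*, a nuclear IκB protein, had a log2 fold change of 4.95 (standard error 0.36, adjusted p = 1.21e-07 from limma) at 1 week, and *Tnfaip3*, a feedback inhibitor of the pathway, had a log2 fold change of 2.59 (standard error 0.18, adjusted p = 6.05e-08 from limma). *Bcl3*, another nuclear IκB protein, had a log2 fold change of 2.80. *Chuk*, which encodes the kinase IKKα, fell by 0.87 on the log2 scale. Of 37 NF-κB target genes 32, 33 and 24 were higher and 3, 4 and 2 lower at the 3 weeks (32, 33 and 25 higher when adjusted over the list alone). *Sod2*, a mitochondrial superoxide dismutase among the targets, fell by 1.02 at 1 week. With an estimated correlation camera's adjusted p for the pathway was 0.0122, 0.0338 and 0.0484 at 1, 2 and 5 weeks, and for the targets 0.0122, 0.0338 and 0.0415. Marker genes of macrophages and monocytes were higher in the same kidneys, with 16, 18 and 16 of 18 higher from limma (17, 18 and 16 when adjusted over the list alone, adjusted p = 0.11, 0.121 and 0.0719 with an estimated correlation) and median log2 fold changes of 2.55, 3.25 and 2.28.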

Our RNA-seq results showed that the NF-κB pathway was one of the most significantly upregulated pathways in the transgenic kidneys (**Figure 5B**). NF-κB activation is controlled by the AKT pathway^38^, which has been shown to be upregulated upon *Lin28A* and *Lin28B* overexpression^13^,^39^. Indeed, we found that the AKT pathway was also upregulated in the *Lin28A* OE kidneys (**Figure 5B,C**). This upregulation takes place already about 24h following *Lin28A* OE (48h of Dox induction) (**Figure 5C**), indicating that this signaling pathway is a direct target of *Lin28A* OE in the transgenic kidneys. Together, these results suggest that the inflammatory response in the transgenic kidneys is mediated via the LIN28-AKT-NF-κB-CXCL1 pathway.

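Of 35 listed AKT pathway genes 10 were higher in OE kidneys and 0 lower at 1 week, 17 higher and 6 lower at 2 weeks, and 5 higher and 0 lower at 5 weeks (adjusted p under 0.05 from limma; 10, 17 and 5 higher when adjusted over the list alone). Of all 16984 genes tested 5828, 9801 and 2643 passed at the 3 weeks, higher and lower together. Over both directions the list thus passed about as often as genes at large. That share does not weigh direction, and at 1 and 5 weeks all passing genes of the list were higher. The median log2 fold change over all genes tested was -0.015 at 1 week. *Igf2*, a fetal growth factor that signals to PI3K and AKT, had a log2 fold change of 3.00 (standard error 0.34, adjusted p = 8.20e-06 from limma) at 1 week. *Pik3r5*, a regulatory subunit of a leukocyte PI3K, had 2.39, and *Pik3ap1*, a PI3K adapter of immune cells, had 2.18. *Trib3*, a pseudokinase known to bind and inhibit AKT, had 3.27. *Igf1*, a growth factor upstream of AKT, had -2.08 at 2 weeks. For the list at 1 week camera's adjusted p was 0.00435 with a preset correlation, and the adjusted p was 0.205 with an estimated correlation, and the median log2 fold change over its members was 0.26. The adjusted p with an estimated correlation was 0.303 at 2 weeks and 0.583 at 5 weeks. In the same kidneys macrophage and monocyte marker genes were higher, with 16, 18 and 16 of 18 higher from limma (17, 18 and 16 when adjusted over the list alone, adjusted p = 0.11, 0.121 and 0.0719 with an estimated correlation) and median log2 fold changes of 2.55, 3.25 and 2.28. These values are transcripts, and protein phosphorylation was not analysed here.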

## Discussion

*Lin28A/B* are primarily expressed in stem and progenitor cells, play a crucial role in diverse cellular processes 7,8,11-18 and are overexpressed in various cancer types, acting as oncogenes (for reviews, see 5,22,24,40,41). In the current study, we show, for the first time, that *Lin28A* OE in mature nephrons results in a severe inflammatory response rather than in cell transformation. While we focused on *Lin28A*, our preliminary results (16 and data not shown) suggest that *Lin28B* OE in the nephron may have a similar effect on the kidney.

Whereas previous studies 28,42 have focused on the oncogenic implications of *Lin28B*-mediated inflammation in hematopoietic cancers, our research emphasizes the broader impact of *Lin28A (*and probably also *Lin28B)* dysregulation on inflammatory processes. We demonstrated that *Lin28A* OE in non-hematopoietic lineage can trigger an inflammatory response via the rapid upregulation of several cytokines, including CXCL1 and CCL2, leading to severe kidney damage. This response was not associated with tumor development and was mediated via IL-6-independent mechanism. It is worth noting that the mTOR pathway, which was upregulated in the kidneys of *Lin28A* OE mice, is known to play a role in tumorigenesis 43,44. This suggests that long-term activation of this pathway via Lin28A OE, while the inflammatory response is repressed (for example, by dexamethasone treatment), might eventually result in tumor formation.

In addition to our findings, several studies have demonstrated that the lipopolysaccharide (LPS)-induced inflammatory response is mediated, in some cases, through the upregulation of *Lin28A* 45-47. Although, in contrast to our results, the involvement of *Lin28A* upregulation in the inflammatory response was LPS-dependent and was not mediated via the Lin28A-AKT-NF-κB-CXCL1 pathway, these findings further illustrate the connection between *Lin28A* upregulation and inflammation.

Additionally, a recent study investigated the impact of high glucose treatment on human mesangial cells as a model to examine the influence of elevated glucose levels on the development of diabetic nephropathy 48. In this study, the authors found a possible link between *Lin28B* upregulation and secretion of IL-6 and TNFα. This *in-vitro* model is fundamentally different from our *Lin28A* OE *in-vivo* model. The differences include the specific *Lin28* isoform, the type of cells studied, and the cytokines secreted due to *Lin28A/B* expression. Yet, their findings provide another indication of Lin28's involvement in kidney inflammation.

To conclude, we show for the first time that *in-vivo Lin28A* OE in the nephrons can lead to a severe inflammatory response, likely via the Lin28A-AKT-NF-κB-CXCL1 pathway, independent of LPS or any other treatment. Our observation that *Lin28A* OE led to inflammation development only when overexpressed in the nephrons but not in the stromal cells of the kidney revealed that the effect of *Lin28A* OE is cell-context-dependent. However, the exact cellular conditions that lead to inflammation development due to *Lin28A* OE have yet to be determined.

One of the earliest cellular responses to acute kidney injury (AKI), which takes place within several hours of kidney damage, is neutrophil and macrophage infiltration^49^-^51^. This initial inflammatory response can then lead to necrosis of additional renal cells, thus enhancing the inflammation^30^,^52^,^53^. Therefore, we cannot rule out the possibility that the inflammatory response may be triggered by cellular damage induced by *Lin28A* OE, resulting in the secretion of damage-associated molecular patterns (DAMPs) 54. In this scenario, the AKT signaling pathway and its downstream effects might take place in immune cells recruited by the secreted DAMPs rather than in the nephron cells directly. However, we found that dexamethasone treatment not only prevented inflammation but also completely rescued the kidney phenotype. This finding along with the rapid activation of the AKT signaling pathway and the subsequent upregulation of *Cxcl1* and *Ccl2* levels within 24 hours following *Lin28A* upregulation strongly suggest that the inflammatory response is a direct effect of *Lin28A* OE.

Approximately 13.3 million patients per year are diagnosed with AKI 53,55. In addition to its acute effect, maladaptive repair of the initial kidney damage can lead to the transition of AKI to chronic kidney disorder (CKD) or worsening of baseline CKD 52,53,56. While several pathways, including inflammation, have been suggested to play a role in maladaptive AKI repair and progression of CKD, the pathophysiology of this transition is still not completely understood 52,57. Elucidating the molecular mechanisms underlying this transition will contribute to a deeper understanding of CKD pathogenesis and identify potential therapeutic targets for intervention. We demonstrated that three weeks of *Lin28A* OE followed by three weeks of its downregulation and cessation of the inflammatory response failed to recover the kidney phenotype but prevented it from becoming more severe. This observation suggests that our novel mouse model provides a valuable tool for investigating the conversion from adaptive to maladaptive repair and the development of CKD as a result of AKI. In a more general perspective, this *Lin28A* OE mouse model can be used to study other open questions regarding inflammatory kidney disorders, such as acute and chronic interstitial nephritis 58.

To summarize, our findings demonstrate that in specific cellular contexts, Lin28A OE can lead to a severe inflammatory response, resulting in significant kidney damage. These results suggest that the pathophysiological effects of Lin28A OE extend beyond cell transformation and raise the possibility that Lin28A/B OE could also play a role in human renal disorders associated with inflammatory responses.

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
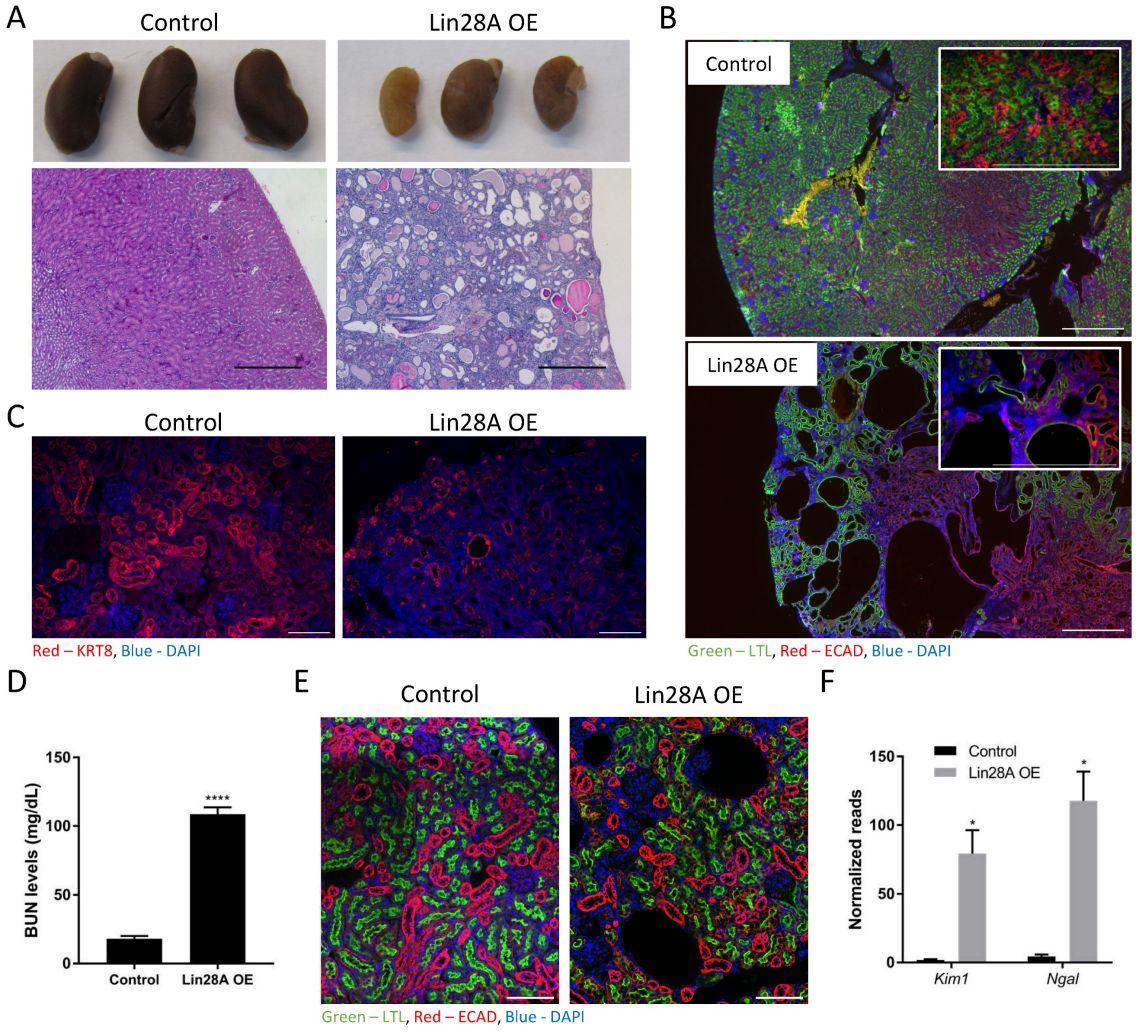
** Nephron-specific *Lin28A* OE leads to severe kidney damage. A.** Gross morphology (upper panel) and H&E staining (lower panel) of control and *Lin28A* OE kidneys following 11 weeks of* Lin28A* OE induction. Scale bar - 500µM. **B.** Control and *Lin28A* OE kidneys stained for PT (LTL) and DT/CD (ECAD) following 5 weeks of *Lin28A* OE induction. Scale bar - 500µM. **C.** Control and *Lin28A* OE kidneys stained for CD (KRT8) following 5 weeks of *Lin28A* OE induction. Scale bar - 100µM. **D.** BUN levels in control and Lin28 OE kidneys upon 3 weeks of Dox treatment. **E.** Control and Lin28 OE kidneys stained for PT (LTL) and DT/CD (ECAD) upon 1 week of Dox treatment. Scale bar - 100µM. **F.** RNA seq normalized read counts of *Kim1* and *Ngal* in *Lin28A* OE kidneys compared to control kidneys upon 1 week of Dox treatment. Statistical analysis using Student's t-test (D) or Multiple t-tests with Holm-Sidak post-test. (F). N=3. * P<0.05. **** P<0.0001.

**Figure 2:**
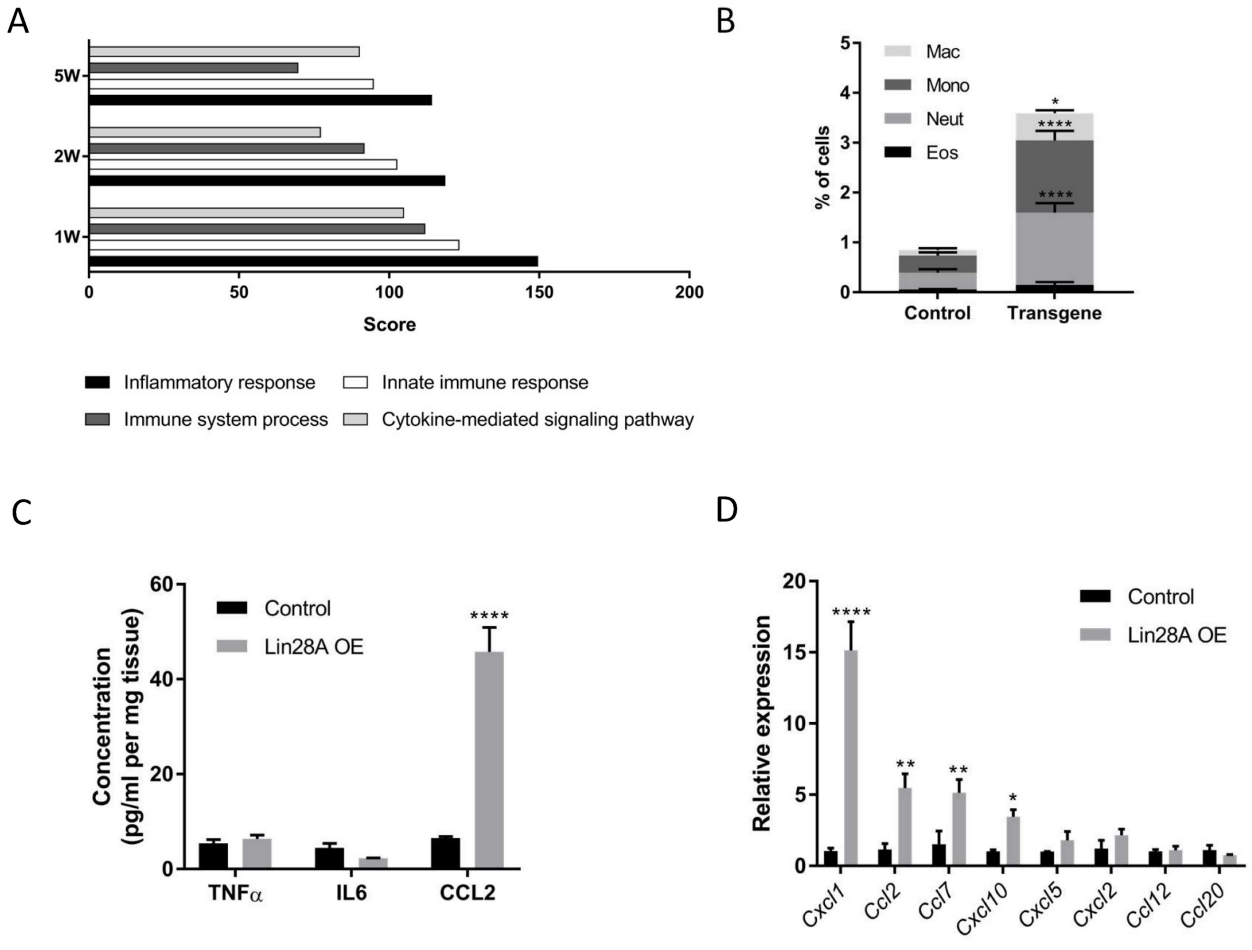
** Nephron-specific *Lin28A* OE triggers an inflammatory response. A.** Top GO terms categories of upregulated genes upon 1, 2, and 5 weeks of *Lin28A* OE. **B.** FACS analysis of immune cells in the transgenic and control kidneys. Mac - macrophages, Mono - monocytes, Neut - neutrophils, Eos - eosinophils. **C.** CCL2, IL-6, and TNFα protein levels as detected by ELISA upon 3 weeks of Dox treatment. **D.** qRT-PCR analysis for cytokines expression levels (normalized to βActin) upon 48 hours of Dox treatment. Statistical analysis using 2-way ANOVA with Sidak post-test (B, D) or multiple t-tests with Holm-Sidak post-test (C). N=3 for panels A,B,D. N=6 for panel C. * P<0.05, **P<0.01, ***P<0.001, **** P<0.0001.

**Figure 3:**
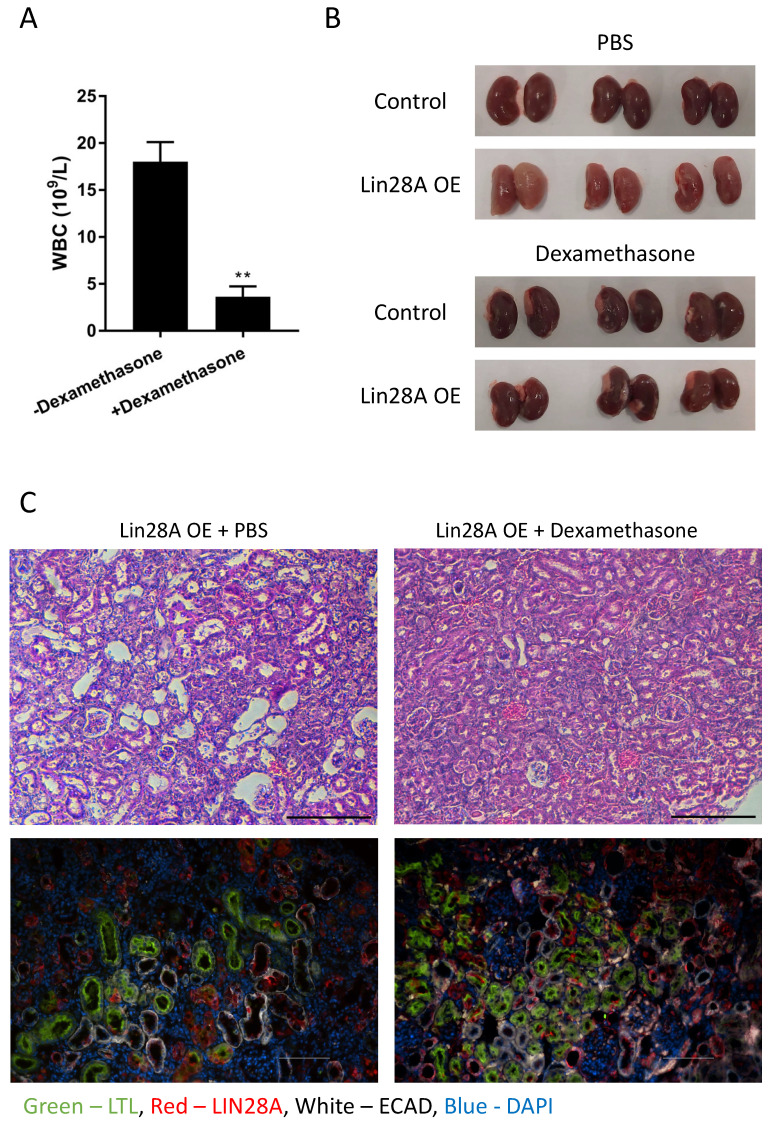
** Dexamethasone treatment prevents *Lin28A* OE-induced kidney damage. A.** White blood cell (WBC) count of *Lin28A* OE mice treated with dexamethasone/PBS for 3 weeks. **B.** Gross morphology of kidneys from *Lin28A* OE and control mice treated with dexamethasone/PBS for 3 weeks. **C.** H&E staining (upper panel) and immunostaining (lower panel) of *Lin28A* OE kidneys treated with PBS or with dexamethasone for 3 weeks. Kidneys were stained for LIN28A, PT (LTL), and DT/CD (ECAD). Scale bar - 100µM. Statistical analysis using Student's t-test. N=3. ** P<0.01.

**Figure 4:**
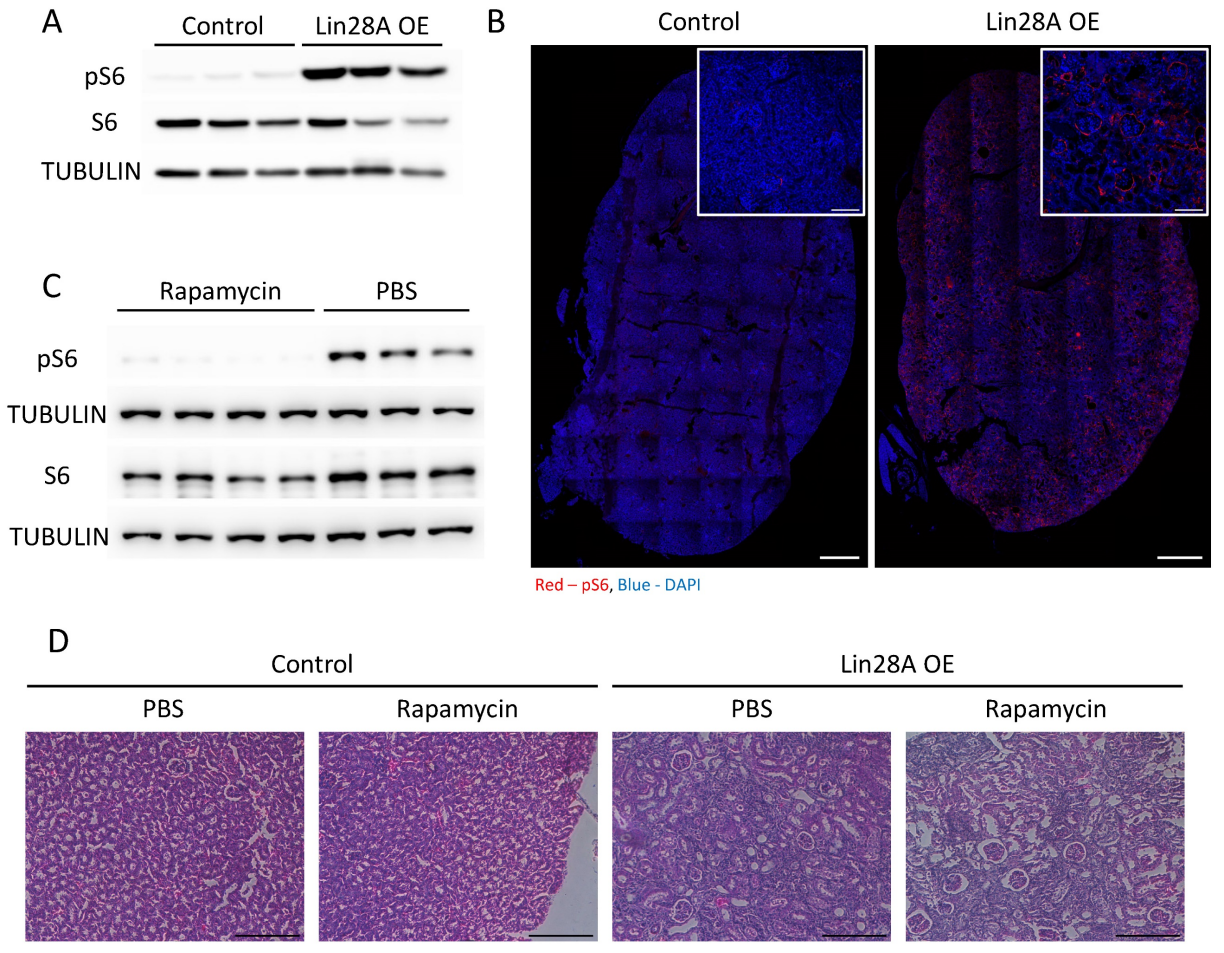
***Lin28A* OE leads to the activation of the mTOR pathway. A.** Western blot for phospho-S6 (pS6), S6, and αTUBULIN levels in control and *Lin28A* OE kidneys (3 weeks of doxycycline treatment). **B.** pS6 immunostaining in control and *Lin28A* OE kidneys. Scale bar - 500µM, inset scale bar - 100µM. **C.** Western blot for pS6, S6, and αTUBULIN levels in *Lin28A* OE kidneys upon rapamycin or PBS treatment. **D.** H&E staining of *Lin28A* OE kidneys upon rapamycin or PBS treatment. Scale bar - 100µM.

**Figure 5:**
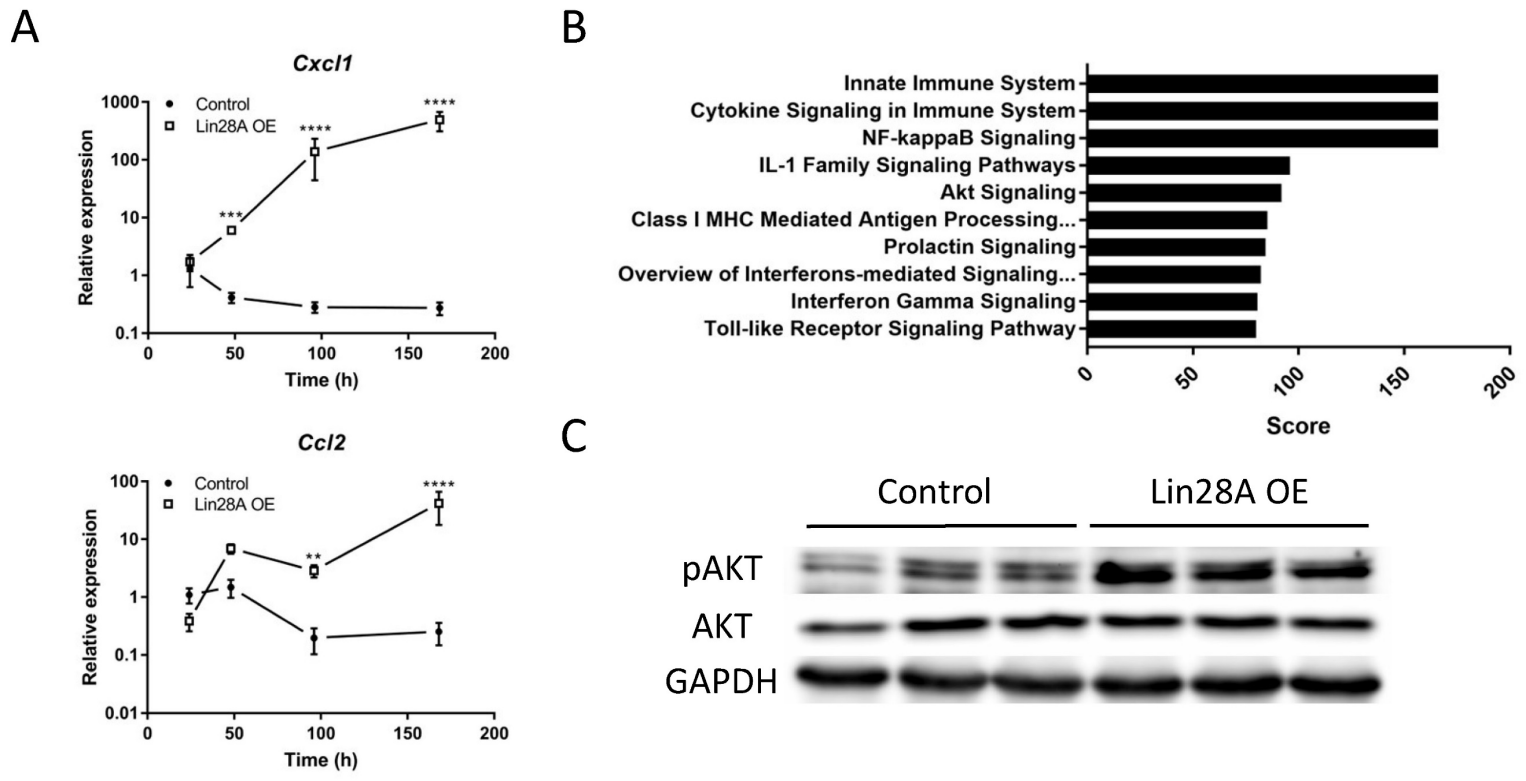
***Lin28A* OE-induced inflammatory response is mediated via the CXCL1-AKT-NF-κB pathway. A.** Time course analysis of *Lin28A* OE induced Cxcl1 and Ccl2 expression as determined by qRT-PCR. **B.** Top 10 enriched molecular pathways in *Lin28A* OE compared to control kidneys. **C.** Western blot for phospho-AKT (pAKT), AKT, and GAPDH levels in control and *Lin28A* OE kidneys following 48h of Dox treatment. Statistical analysis using 2-way ANOVA with Sidak post-test. N=3. **P<0.01, ***P<0.001, **** P<0.0001.

# Supplementary material for: Nephron-Specific Lin28A Overexpression Triggers Severe Inflammatory Response and Kidney Damage
**Source:** Int J Biol Sci. 2024 Jul 22;20(10):4044–54. doi: 10.7150/ijbs.97434
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

SUPPLEMENTARY DATA

Figure S1

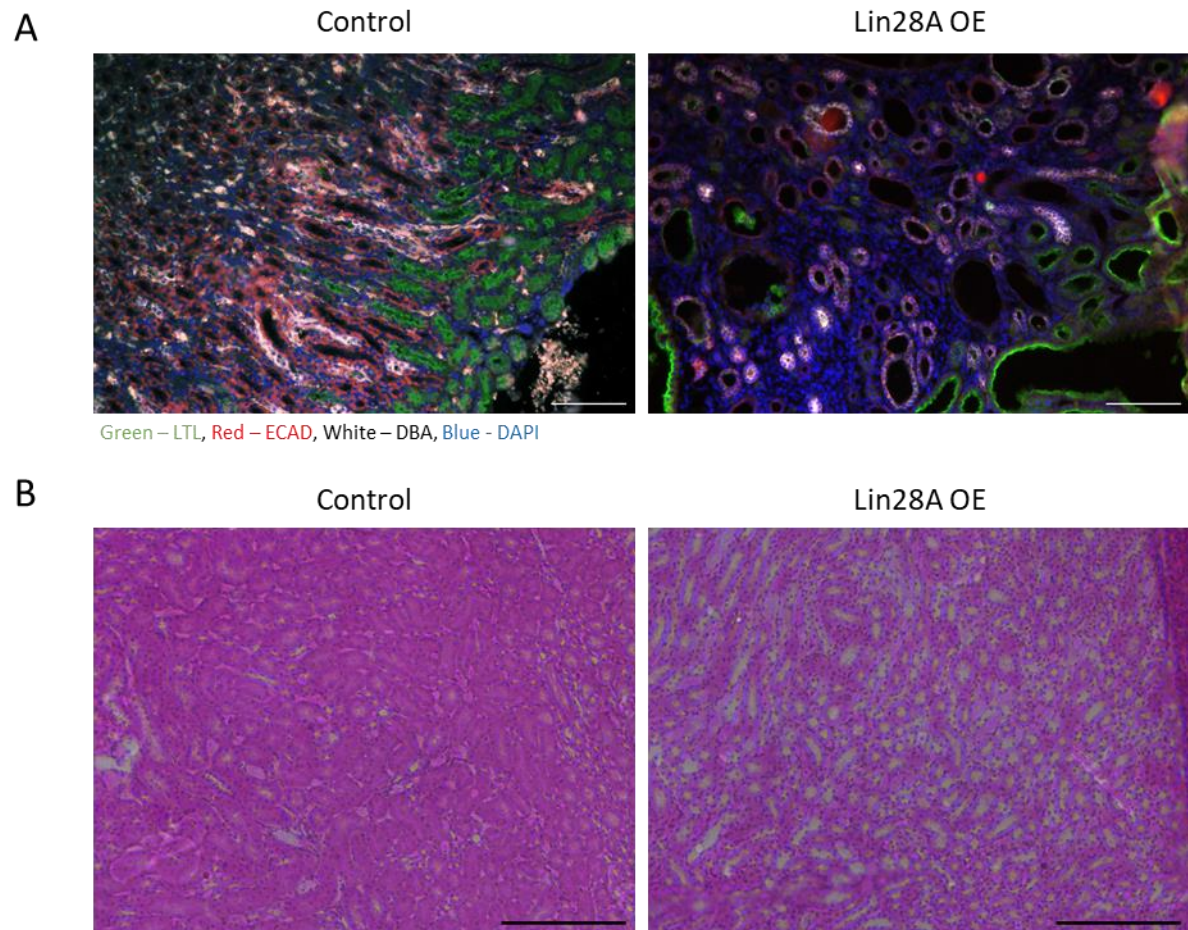

Figure S1. Characterization of the *Lin28A* OE-induced kidney damage. **A.** Control and Lin28A OE kidneys, following 5 weeks of Lin28A OE, stained for PT (LTL), DT (ECAD), and CD (ECAD, DBA). Scale bar - 100µM. **B.** H&E staining of control and *Lin28A* OE kidneys following 1 week of Lin28A OE induction. Scale bar - 100µM.

Figure S2

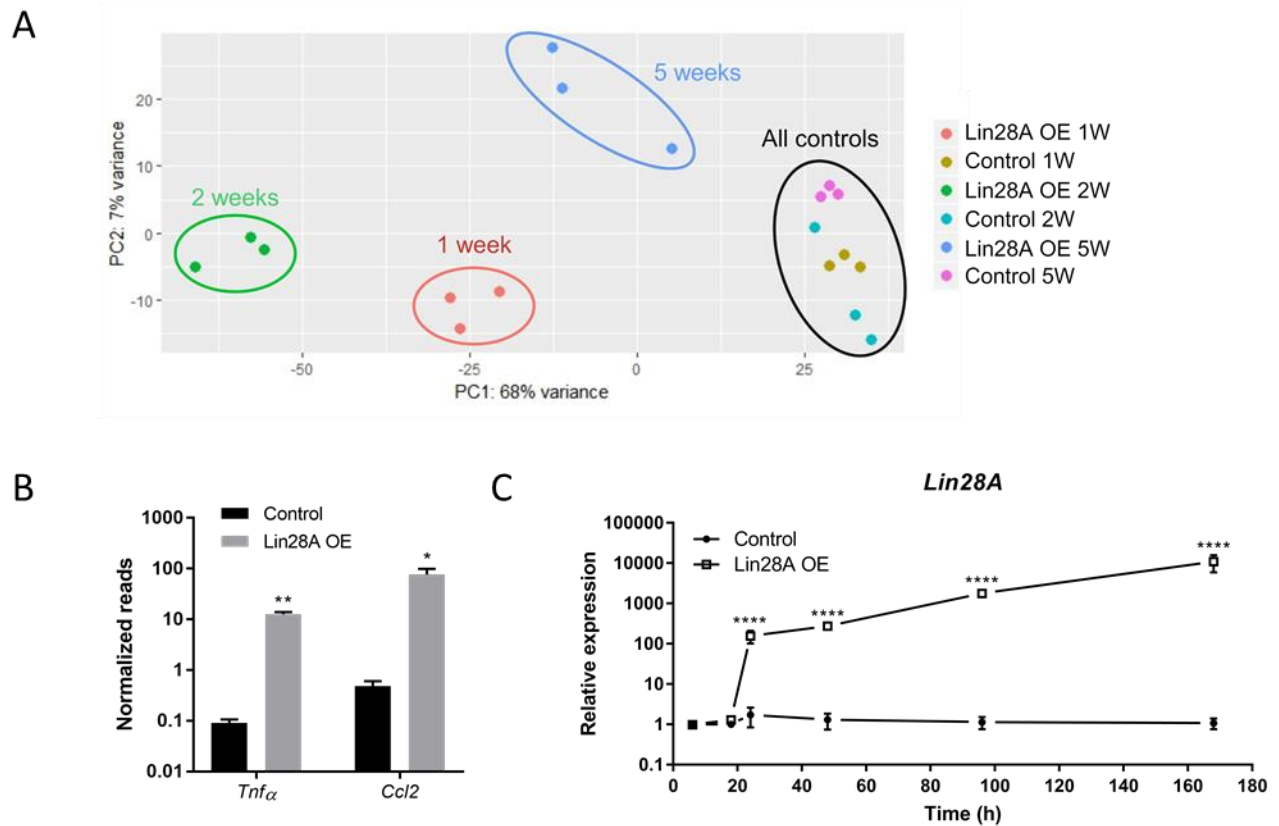

Figure S2. The effect of *Lin28A* OE on global transcriptome levels and specific gene expression. A. Principal Component Analysis (PCA) of the RNA-seq data, depicting the effects of different durations (1 week, 2 weeks, and 5 weeks) of Dox treatment on *Lin28A* OE compared to control mice. **B.** RNA seq normalized read counts of *Tnfα* and *Ccl2* in *Lin28A* OE kidneys compared to control kidneys upon 2 weeks of Dox treatment. **C.** Time course analysis using qRT-PCR to monitor the expression levels of *Lin28A* upon Dox treatment. Statistical analysis using Multiple t-tests with Holm-Sidak post-test (B) or 2-way ANOVA with Sidak post-test (C). N=3. * P<0.05, **P<0.01, ***P<0.001, **** P<0.0001.

Figure S3

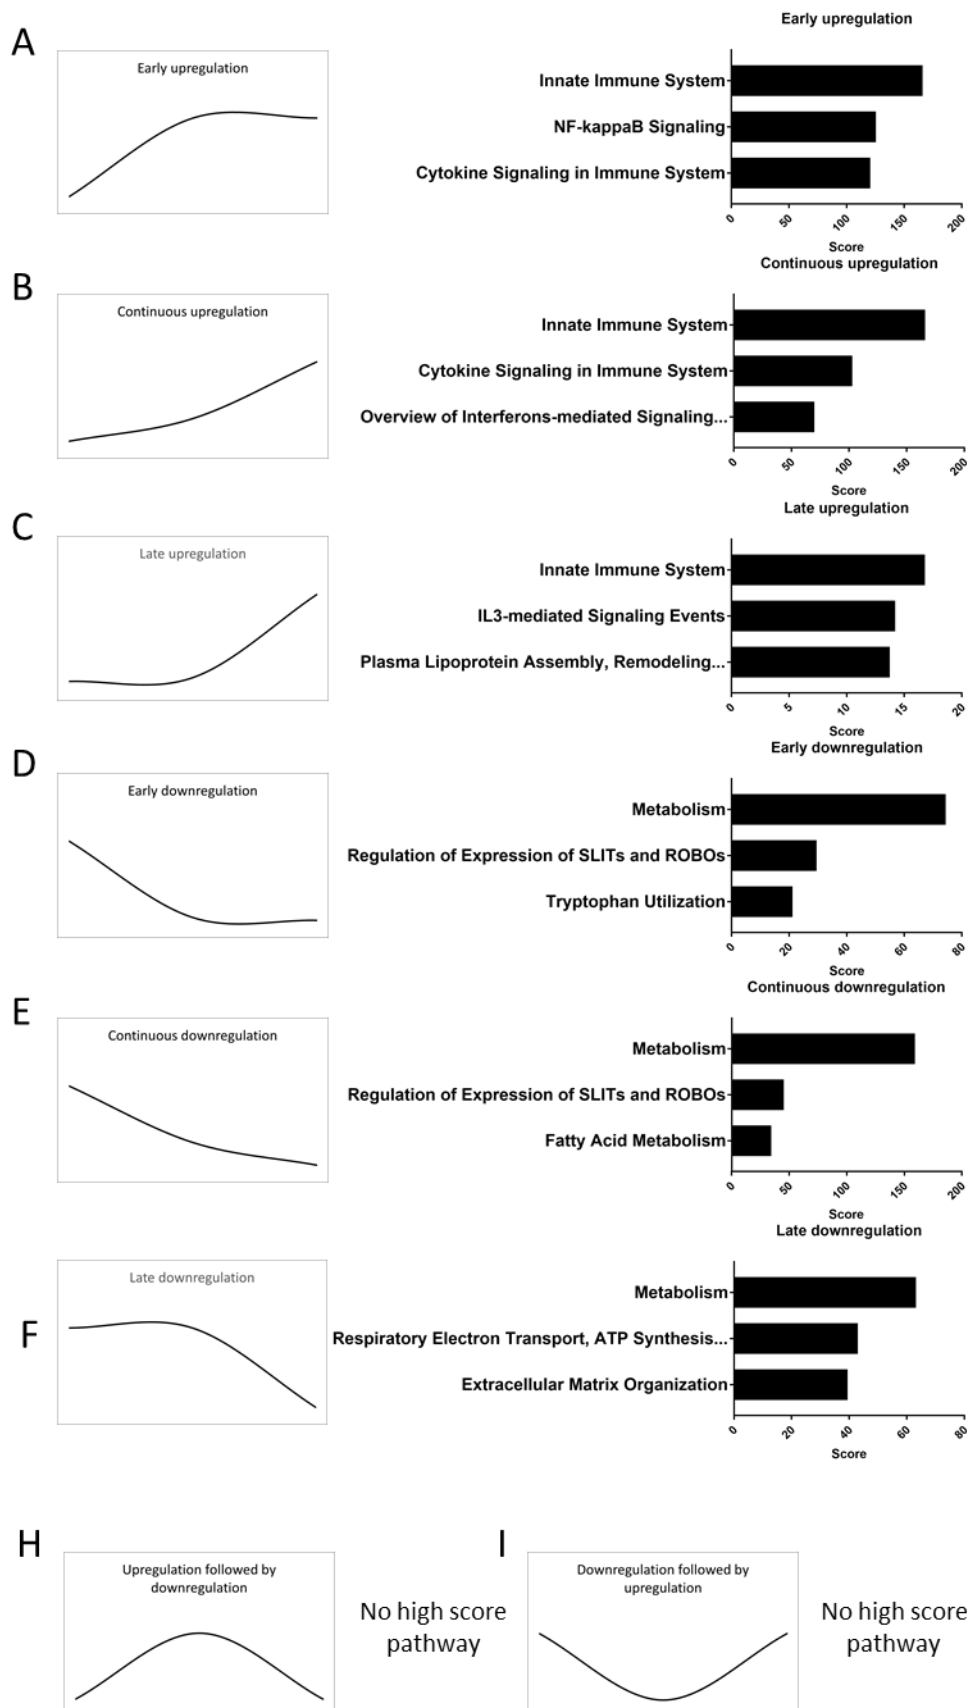

Figure S3. Analysis of gene expression dynamics over two weeks of *Lin28A* OE. Left and bottom panels – Illustration of the dynamic expression pattern for each category. Right panels - The most significantly enriched pathways in each category. Gene expression dynamics were categorized based on comparisons between 2W vs. 1W DEGs and 1W vs. control (0W) DEGs. N=3.

Figure S4

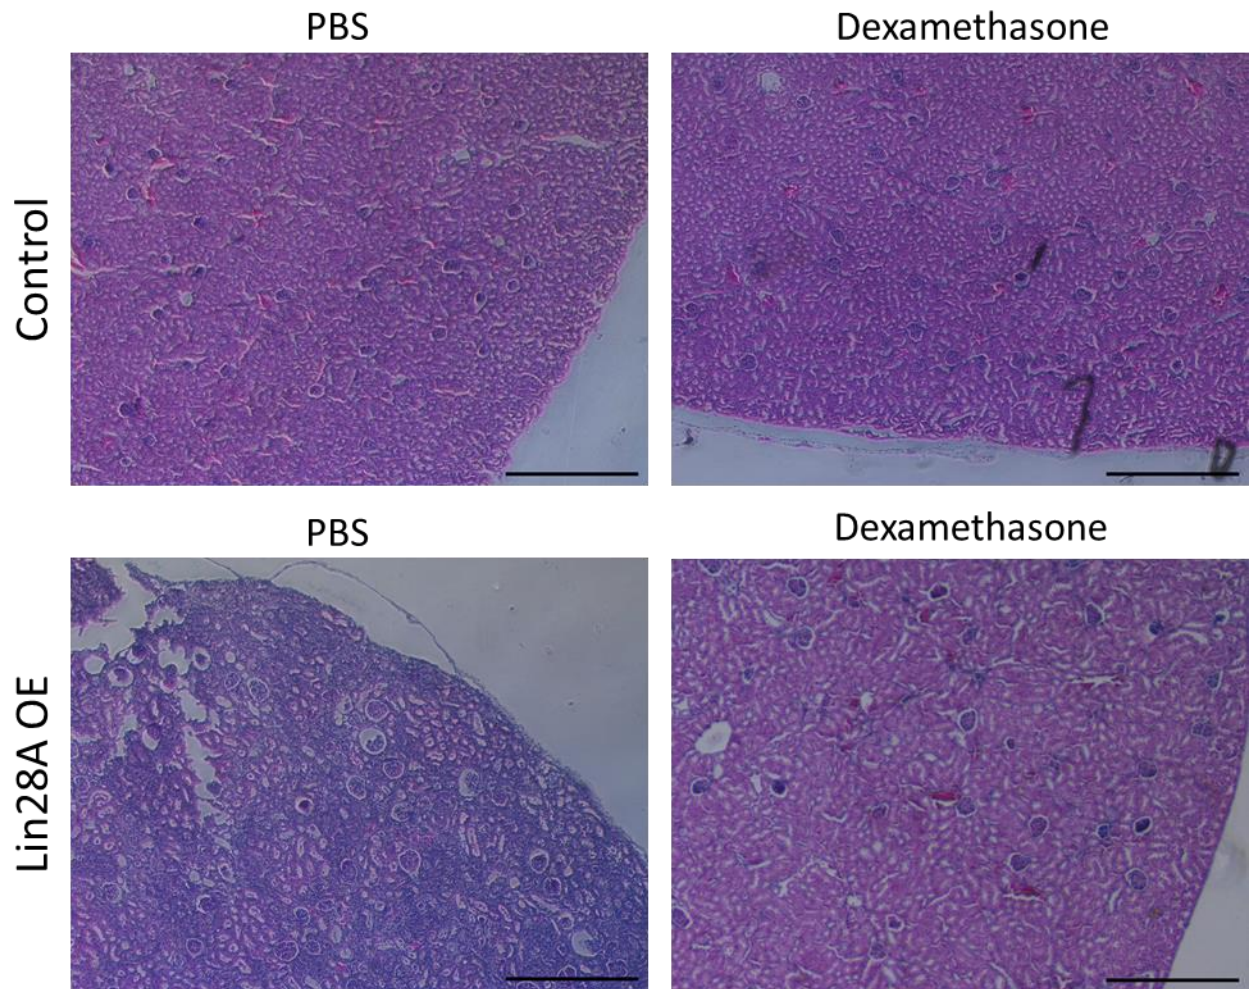

Figure S4 - Dexamethasone treatment prevents *Lin28A* OE-induced kidney damage. Representative images of H&E staining of kidneys from *Lin28A* OE and control mice treated with dexamethasone/PBS for 3 weeks. Scale bar - 500μM.

Figure S5

A

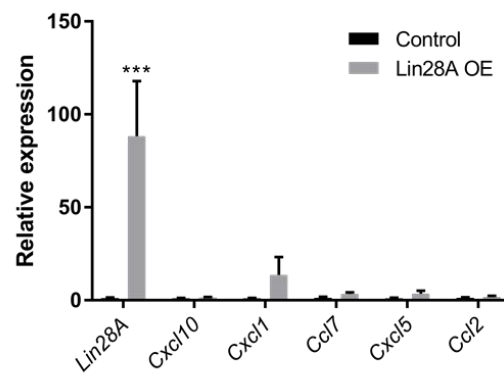

B

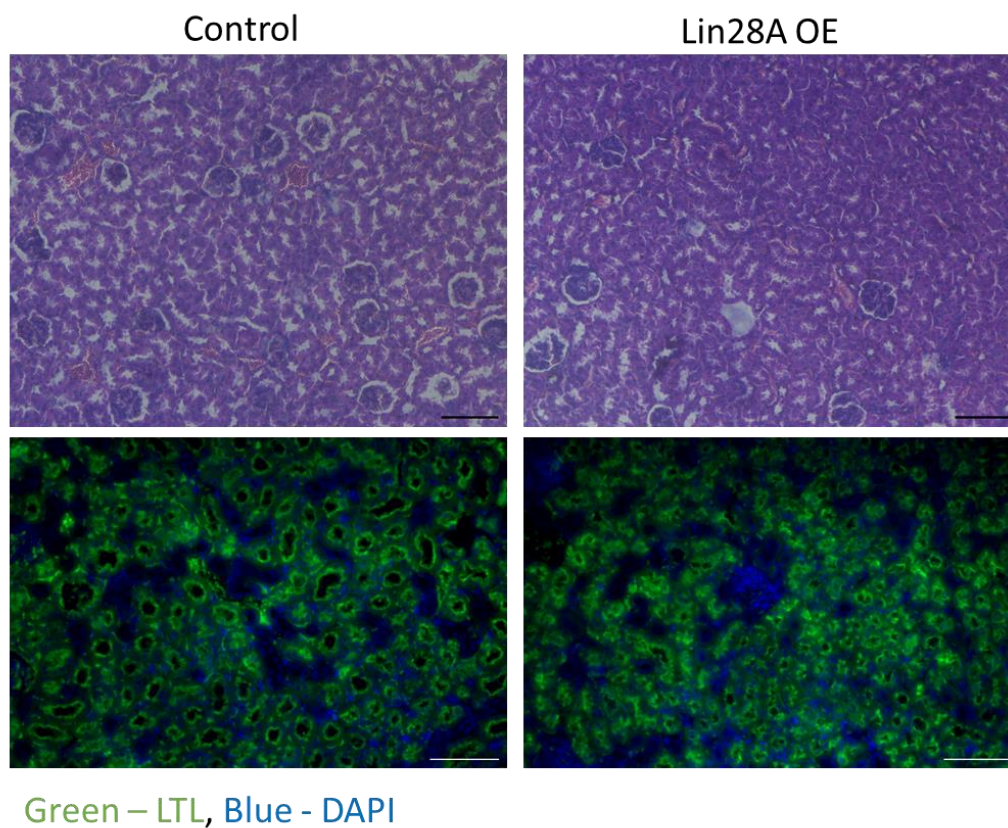

Figure S5. *Lin28A* OE in the kidney stromal cells does not induce an inflammatory response. **A.** qRT-PCR for *Lin28A* and several cytokines in kidneys derived from mice overexpressing *Lin28A* in the kidney stromal cells and from control mice. **B.** H&E staining (upper panel) and PT (LTL) immunostaining (lower panel) of kidneys derived from mice overexpressing *Lin28A* in the kidney stromal cells and from control mice. Scale bar - 100μM. Statistical analysis using Multiple t-tests with Holm-Sidak post-test. N=3-4. ***P<0.001.

Figure S6

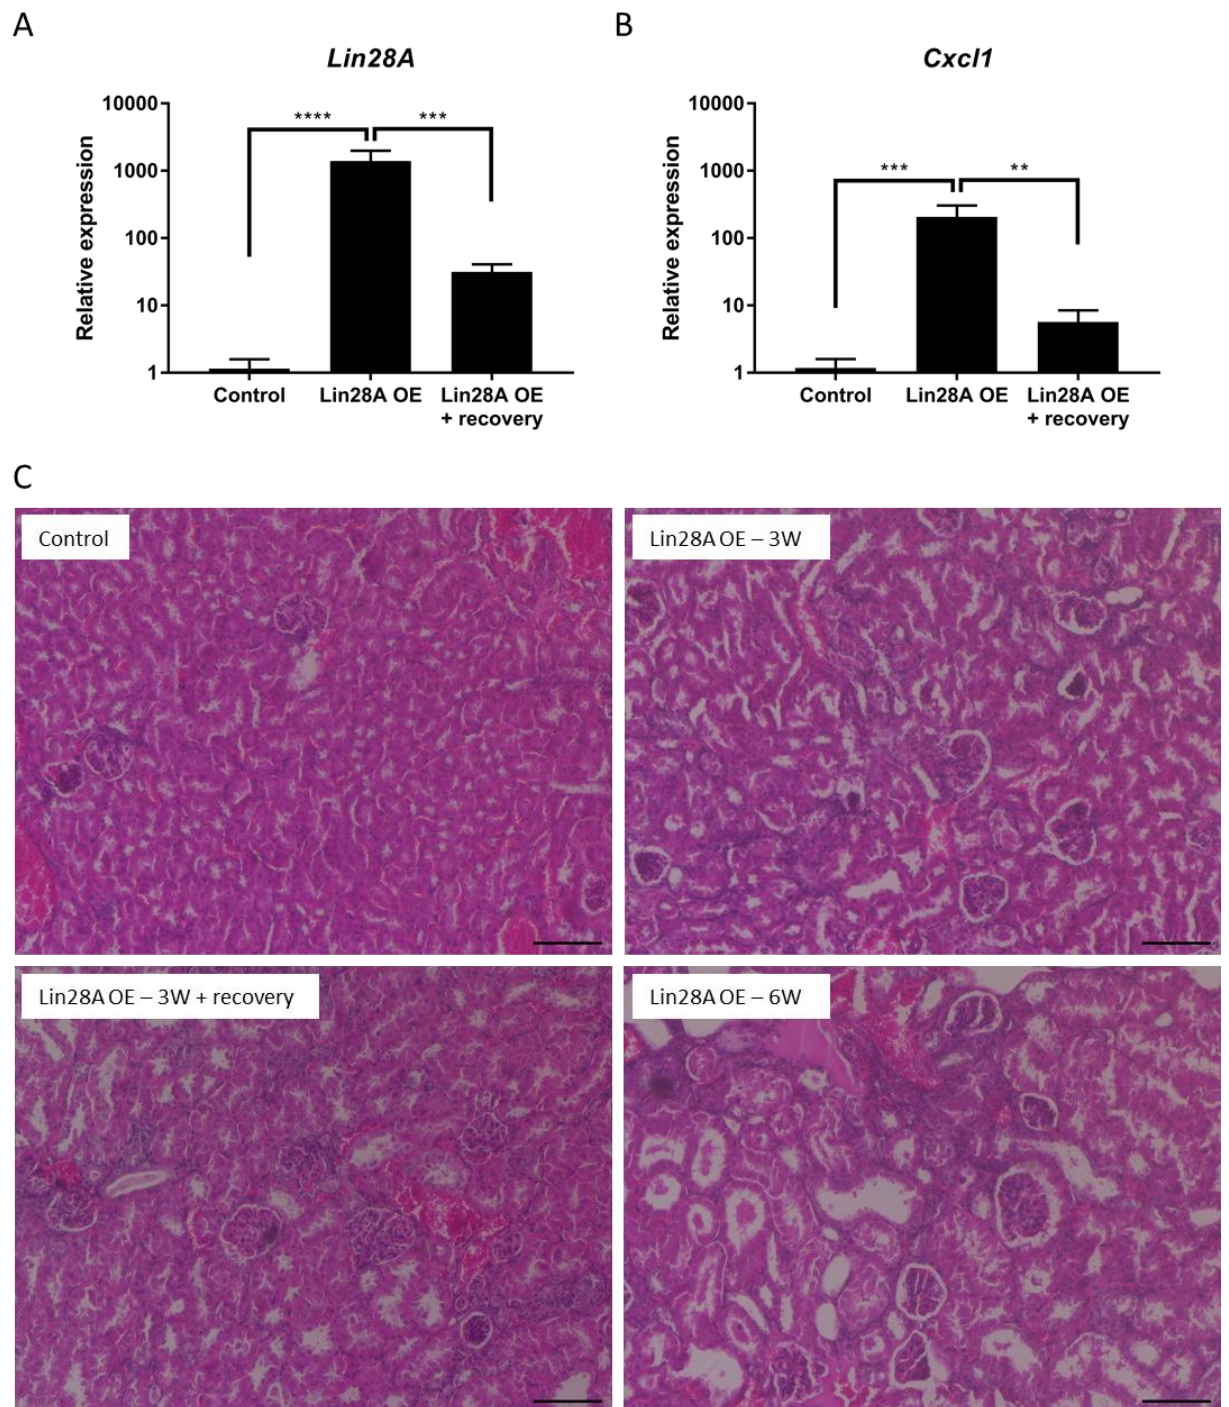

Figure S6. *Lin28A* downregulation attenuates the inflammatory response and prevents the worsening of kidney damage. **A.** qRT-PCR analysis of *Lin28A* and *Ccl2* levels in control kidneys, kidneys after three weeks of Dox induction (Lin28A OE - 3W), and kidneys after three weeks of Dox induction followed by three weeks of Dox withdrawal (Lin28A OE - 3W + recovery). **B.** Representative images of H&E staining of control kidneys, kidneys after Lin28A OE - 3W, Lin28A OE - 3W + recovery and Lin28A OE for 6 weeks (Lin28A OE - 6W). Note the increased severity of kidney damage after six weeks of Lin28A OE compared to the other conditions. Statistical analysis using one-way ANOVA with Sidak post-test. N=3 **P<0.01, ***P<0.001, **P<0.0001. Scale bar - 100μM.

Table S1. Antibodies and oligonucleotides used in the study.

**Antibodies - Flow cytometry**		
**Antibody**	**Source**	**Catalog #**
AF488-CD4 (1:800)	Biolegend	#100423
PE-CD8a (1:160)	Biogems	#10112-60
PerCP-Cy5.5-B220 (1:80)	Biogems	#07131-70-100
PE-Cy7-CD3e (1:200)	Biolegend	#100320
APC-CD45 (1:600)	Biogems	#0751280
FITC-MHC-II (1:330)	eBioscience	#11532185
PE-CD45 (1:500)	eBioscience	#12-0451-81
PE-Cy7- Ly6G (1:200)	BioLegend	#127618
PerCP-Cy5.5-Ly6C (1:80)	Biolegend	#128012
APC-CD11b (1:600)	eBioscience	#170112-81
APC-eFloure 780-CD11c (1:80)	eBioscience	#47-0114-80
**Antibodies and lectins - Western blot & immunostaining**		
Phospho-S6 Ribosomal Protein (Ser240/244) (D68F8) XP	Cell Signaling Technologies	#5364
S6 Ribosomal Protein (5G10)	Cell Signaling Technologies	#2217
LIN28A (D1A1A) XP	Cell Signaling Technologies	#8641
Akt (pan) (C67E7)	Cell Signaling Technologies	#4691
Phospho-Akt (Thr308) (C31E5E)	Cell Signaling Technologies	#2965
Alpha tubulin	DSHB	12G10
GAPDH	Millipore	ABS16
E-Cadherin	BD Biosciences	#610181
Keratin8	DSHB	TROMA-I
Dolichos biflorus agglutinin (DBA) - Rhodamine	Vector Laboratories	RL-1032-2
Lotus tetragonolobus lectin (LTL) - Biotinylated	Vector Laboratories	B-1325-2
**Oligonucleotides**		
	**Forward**	**Reverse**
CXCL1	ATCCAGAGCTTGAAGGTGTTG	GTCTGTCTTCTTTCTCCGTTACTT

CXCL5	ACAGTGCCCTACGGTGGAAGT	CGAGTGCATTCCGCTTAGCTT
CCL2	AGGTCCCTGTCATGCTTCTG	TCTGGACCCATTCTTCTTG
CCL7	TGAAAACCCCAACTCCAAAG	CATTCTTAGGCGTGACCAT
CXCL10	GACGGTCCGCTGCAACTG	CTTCCCTATGGCCCTCATTCT
CXCL2	CTCTCAAGGGCGGTCAAAAGTT	TCAGACAGCGAGGCACATCAGGT
CCL12	AGAATCACAAAGCAGCCAGTGT	ATCCAAGTGTTTATGGAATTCT
CCL20	CGACTGTTGCCTCTCGTACA	AGGAGGTTACAGCCCTTTT
LIN28A	AGGCGGTGGAGTTCACCTTTAAGA	AGCTTGCAATTCCTGGCATGATGG
β ACTIN	AGCCATGTACGTAGCCATCC	CTCTCAGCTGTGGTGGTGAA
CXCL1	ATCCAGAGCTTGAAGGTGTTG	GTCTGTCTTCTTTCTCCGTTACTT

Table S2. Top 10 upregulated cytokines upon one week of Dox induction

**Gene name**	**Log₂(fold change)**	**P adjusted**
CXCL10	7.3	2.71E-130
CXCL1	8.2	3.07E-32
CXCL5	7.6	2.91E-15
CCL2	5.3	1.31E-14
CXCL2	6.8	5.38E-17
CCL7	6.1	4.45E-09
IL1F6	6.9	5.43E-15
TNF	5.2	4.10E-21
CCL20	9.0	4.71E-11
IL1F9	7.2	3.66E-13

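Table S3 sorts genes by whether they changed at 1 week against control and from 1 to 2 weeks of OE. Early genes changed in the first comparison, late genes in the second, and continuous genes in both in one direction. Of its names tested here, all 816 in the early upregulated group and all 352 in the early downregulated group had the listed direction, as did at least 99.2% in each other group. The category was the listed one for 95.5% and 85.5% of these, for 81.7% and 93.5% of the continuously up- and downregulated genes, and for 81.1% and 89.8% of the late ones. Of the 24 tested genes that went up and then down 14 kept that category, as did 8 of the 15 that went down and then up. The names were read from the text of the table, and those that matched no gene in the deposited values were left out.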

Table S3 – DEGs representing gene expression dynamics.

Early upregulation	Early downregulation	Continuous upregulation	Continuous downregulation	Late upregulation	Late downregulation	Upregulation followed by downregulation	Downregulation followed by upregulation
erpinb9b	Gm10643	Gpnmb	2010204K13Rik	Spr2f	Gm13341	Gbp6	Kif5a
BC023105	Aldh2	Cxcl5	Slc17a1	Crisp1	Serpinb8	Fcrls	Gm9752
Ccl20	1700001O22Rik	Serpinb9e	Hadh	Cyp2d9	Erlin1	Slc24a5	Al480526
Xist	Mamstr	Myk2	lyd	Ifi213	Scp2	Cfi	E230016M11Rik
Cxcl1	Dhdh	Serpinb9g	Acot11	Hal	Ccl21a	Lrrtm1	Nudt8
Cxcl10	Hemk1	Il1f6	Sdhh	Jaml	Mrpl50	Comp	4932422M17Rik
Il1f9	Whn	Cxcl2	Abcc6	Muc3a	Gm26737	Fgl1	Ambp
Csf3	6430550D23Rik	Acod1	Tmem143	Gm21887	Sucla2	Gm15411	Mir5125
Rpsa-ps10	Lmod1	Gsdma	Fras1	Slc10a6	Slc47a1	Nxpe5	Tgfb3l
Ccl7	Lmtk3	Gm4841	Hspd1	Rnf39	Fkbp4	Gm43697	Firre
Serpine1	Gphn	Apol9a	Fam107a	8430408G22Rik	Kcnab3	Dclk1	Klf15
Ankrd1	4430402118Rik	Mx1	Zmynd10	Map3k6	Prom1	Slc13a1	Coro6
Tnnt3	Gcsh	Krt20	Slc28a1	Ifi206	Mapt	Myipf	Ciart
Havcr1	Dusp23	Clec4d	Sod2	Igfbp1	Pomgnt2	Fst	AW822252
Ccl2	Coa6	Mmp7	Notum	Tnnt2	Chchd3	Fbln1	Fam163a
Cdkn1a	Dpf3	Oas3	Ush1c	Melft	Tpmt	Thy1	Nat8
Zc3h12a	Abcb6	Oas1	Isoc2a	Slpi	Gm43668	C430049B03Rik	Klk1b22
Nfkbid	Exoc3l2	Tnf	Gm19950	Lrg1	Amdhd2	Krt14	
Ifit1bl1	Gpt	Rgs1	Mpp4	Apoc3	Hdhd2	Foxl1	
H19	Ripply3	Fpr1	Icam2	Crabp2	Fh1	Penk	
Slc39a4	Zbtb20	Clec4e	Msra	Zbtb16	Arhgef9	C130021I20Rik	
Ms4a4c	Abca4	Oas1g	Atp2b2	Olf920	Cox7a2	Mfap4	
Ccl12	4930506C21Rik	Ifit1	Nlrp6	Hap1	Ugt8a	Smoc2	
Cd300lb	Npr2	Fpr2	Nudt19	Gm11827	Slc6a18	Hmcn1	
Egr2	Sgk2	Lcn2	Slc33a1	Gm10800	Ccdc91	Ptgs2	
Fosb	Wwp1	Spr2g	L2hgdh	Gm26797	Taco1		
Apod	Amt	Apol9b	Slc25a15	Abca6	Gm44764		
Il1rn	Tmem229a	Slc7a11	Glb1l	Slc43a1	Ddo		
Eda2r	Hnf1a	S100a8	Tcn2	Cd163	Atp5f1		
Serpina3f	Atp10d	Sirpb1c	Dmgdh	Plet1os	Idh3g		
Stx11	Mettl26	Gbp8	Chac2	Prkcg	Cycs		
Atf3	Slc22a4	Lif	Gjb2	Upp2	Prepl		
Gbp10	Gm16279	Ms4a6d	Gcdh	Slc17a9	Tmem260		
Eid3	Cpsf4l	Adam8	Egfl6	Fap	Slc25a19		
Tnfrsf15	Gm28424	Gm5431	Mogat2	Gm15441	Gsta2		
Chac1	RP23-312B17.2	Edn1	Slc6a4	Fam124a	Idh2		
Serpina3g	Tbc1d16	Gm10364	Adk	Lingo4	Itga9		
Cyr61	Chadl	Cyp4f18	Hlf	Tbx3os1	Fam229b		
Cxcl11	Sycp3	Omp	Hhatl	Fcgr4	C330018D20Rik		
Timp1	Insig1	Gm10827	Aldh6a1	Galnt15	Mcoln3		
Gprc5a	Dpyd	Fosl1	Iqsf11	Alox5	Zfp239		
Lect1	1810024B03Rik	Siglec1	Acad11	Adgrg2	Gm15848		
Lyz2	Sp5	Slfn1	Gm43667	Glt1d1	Prom2		
Mlf1	4833413G10Rik	Rnd1	Gpr155	Gm38309	Atp5h		
Tgtp1	Evpl	Ifit3b	Adtrp	Pik3ip1	Podxl2		
2310043M15Rik	Rad9b	Psors1c2	Slc5a11	Pydc3	Lama1		
Cxcl9	Tenm4	Ms4a6c	Rasgrp3	Olf1372-ps1	Svip		
Wnt10a	Gsta3	Fgb	Aldh7a1	Gm15222	Lmbrd2		
Ccl5	Nsdhl	Isg15	Lpl	Hp	Fads2		
Hhpl2	Rapsn	Mx2	Csad	Gm45221	Supt3		
Clec12a	Nadsyn1	Angptl8	Etfa	Gm20605	Gimap8		
4930539E08Rik	Mmp15	S100a9	Fahd1	Gm15708	Napsa		
Clec4n	Clybl	Hcar2	Cth	Rprm	Lrp3		
Cd44	Fhit	Zbp1	Pepd	Apoe	Adgrl3		
Gadd45b	Fgf9	Adgrg7	Insrr	Tmem240	Robo1		
Ms4a6b	2310039H08Rik	Slfn4	Tmem174	Bglap3	Echdc1		
Csf1	Phlda2	Trib3	Ppp1r16b	Chn1os3	mt-Nd5		
Igf2bp2	Sirt3	Chil3	Lrpap1	Pigr	Cyb5rl		
Ccl8	Slc12a6	Oas1a	Meox1	Pde1b	4930461G14Rik		
Il1b	Prp3	Oas2	Ksr2	Gm20033	Gm11837		
Tnfrsf12a	Gm15217	Fgg	Apeh	4933439C10Rik	Ccdc8		
Lgi2	Nat2	Gstp2	Gm37336	Gm43196	Rab6b		
Plekhs1	Lypla1	Cxcr2	Stxbp5l	B230303O12Rik	Ecm2		
Slc34a2	Lym4	Serpina3n	Hgd	Epop	Emilin1		
Afp	Efr3b	Itgam	Tcea3	Cyp2a5	Thrb		
AI506816	Ppox	Irf7	Acaa1b	Upk3bl	Ift80		
Ms4a4a	Echdc2	Cd84	Fbln7	Col11a2	Phkb		
Slc6a19os	Gm11766	Ccl9	Dnajc12	Mt1	Mfap3l		
Chil1	1810034E14Rik	Igfp1	Cat	Ppfia4	Hikeshi		
Igf2	Selenbp1	Tlr8	Gstk1	Gm973	Gm20939		
Adams4	Perm1	Oasl2	Sardh	Msln	Pdp2		

Tor3a	Ccdc6	Msr1	Cd300lg	Mnda	Zfp366		
Ms4a7	Syn2	Ifit3	Ptprd	Epb4114aos	Cicn5		
Olfr56	Sms	Vgf	Abhd3	Prkg2	Add3		
Ubd	Celsr2	Bdkrb2	Tet1	Gm20219	Aifm1		
Aif1	Ankrd24	Ctss	Dao	Neb	B4galnt3		
Parp14	Abhd14b	Clec5a	C1qtnf3	Pla2g7	Robo2		
Serpina10	Zfp692	Muc4	Slc22a18	Fkbp5	Hs3st3a1		
Hif3a	Abcc2	Ifit2	Bdh2	Gm10382	Uqcrc2		
Pvr	Rnft2	Lyz1	2500002B13Rik	Ttc9	Sult1b1		
Ncf4	Skida1	Fcgr1	Camk4	Tcf23	Trpv5		
Flnc	Per3	Asprv1	Dhfr	Id1	Tnfaip8		
Ccl28	Rfng	Usp18	Smim24	Calcr	Ndufa1		
Hk3	Vldlr	Ccr1	Apob	Gm43300	Fbp2		
Bcl3	Slc22a17	Gbp3	Cmb1	Dnase1l2	Nr0b2		
Gdf15	Gm36936	Trim6	Slc27a2	Kihl6	Arhgef15		
Stra6l	Abhd18	Rnf223	Kynu	Tmem40	Wnk2		
Plcxd2	Sod3	Il1r2	Qdpr	Gm12992	Prox1		
Cd4	Gm43031	Csf3r	Slc18a1	Aldh3a1	Decr1		
Rgs16	Tysnd1	Igsf6	Ces1e	A730011C13Rik	Ggt6		
Ifi211	Cit	BE692007	Mthfd1	Rbm46	Tcf21		
Gm15895	1500026H17Rik	Art5	Acadm	Trim14	Dusp9		
Gm4951	Ushbp1	Gpr141	Slc16a2	Mfsd2b	Idh1		
Icam1	1600014C10Rik	Ifi205	Retsat	Nanos1	Zfp607b		
Plaur	Rhcg	Ifi204	Aldob	Gm17251	Pank1		
Hmox1	Metap1d	Adam23	Amacr	B230208H11Rik	Pctp		
Hesx1	St8sia6	Havcr2	Cideb	Gm44103	Uqcrc11		
Ltb	Csrp2	Casp4	Cgref1	Txnip	D630003M21Rik		
Fos	Bcl11b	Dusp5	Proc	B3gnt3	Tpk1		
Smim3	Cyp1a1	Acsbg1	Esr1	Trim5	Asl		
Serpina3i	Acbd4	Mpeg1	Papss2	Gm20632	Atp2a3		
Igtp	Myo7b	Nlrc4	Ephx2	Stk32c	Cox6c		
Gm28809	Aldh5a1	Gbp2	Snx29	Col13a1	Tsga10		
Gm13212	Atp6v1c2	Ifi207	Npy6r	Gbp4	Bckdhd		
Ly6c2	BC049762	Tnfaip3	Lrrc66	Ppp1r15a	Gm13910		
Il20rb	Tef	P2ry13	Slc25a21	Inha	Gm4430		
Trem2	Marcks1-ps4	Slc2a6	Bpnt1	Npff	Col16a1		
Il18rap	Slc5a10	C1qa	Ttc36	Cldn23	Zmat1		
Ccdc109b	Ces2c	Ar11	Slc16a9	Mlph	Nme5		
Socs3	1700040L02Rik	Ifi209	Acsn5	Mmp9	Prrx1		
Cd52	Grtp1	C1qc	Wdr93	1700109H08Rik	Kif21a		
C1qb	Fmo4	Rtp4	Aqp11	Tfap2a	Pclo		
Ier3	Nrarp	5430430B14Rik	Acaa2	Per1	Fzd1		
Gm10557	Erc2	Wnt9a	Tkfc	Leng8	Gm17750		
Lair1	Sema4g	Ifi47	Car12	Uba7	Cdkl1		
Ccr5	Coasy	Trim30b	Gamt	Abcg1	Pantr1		
Tas1r3	Abca3	Mirt1	Mettl7b	Smpd5	Adra1a		
Adgre1	Slc25a10	Slc7a3	Cacna2d2	Clca3a1	Tnc		
Nfkbie	Adrb2	Rsad2	Acy3	Dbndd1	Eml6		
Gpr65	Chpt1	Klf6	BC025446	Aoc2	Tenm3		
Clec4a1	Fads1	Klra2	Slc7a8	A930001C03Rik	Akr1b7		
Pik3r5	Ttc39c	Cd68	Arsb	B230206H07Rik	Dkk2		
Glpr2	Slc46a1	Serpina3e-ps	Susd2	Itgb3	Sulf1		
Cd300c2	Gm35339	Gzmm	Rtn4ip1	Ppl	Tfec		
Vcam1	Vwa8	Atp1a3	Map3k7cl	2900005J15Rik	Tmc5		
Lhfp12	Timp3	Slfn8	Scrn2	Clu	Eml1		
Egr1	Guca2b	C3ar1	Khk	C130071C03Rik	Ldb2		
Rnd3	Vps8	Ncf1	Eci3	Clca3a2	Gpx6		
Timd2	Slc51b	Rin1	Aifm3	5031434O11Rik	Map1a		
Hck	Gm16437	Aim2	Fam213b	Aldh1a1	Cox7b		
Irf4	Trpc1	Cd300lf	Mccc2	4930581F22Rik	Wdpcp		
Tlr2	Aco1	Oas1b	Erich4	C230096K16Rik	Hacl1		
Lcp2	Gm43980	Nlrc5	Fbxo40	1700029I15Rik	Thap2		
Fgd3	Ivd	Gbp7	Gpd1	Tacstd2	Spc25		
Hpgds	Vwa2	Cldn4	Fam217a	Gm21781	Gm11695		
Pmaip1	Aoah	Junb	Pblid2	Noxo1	Isyna1		
Dtx4	1810059H22Rik	Retnlq	Ryr2	Ifitm10	Ntrk1		
Il11	Gm5678	Psd4	Gm5424	Crtam	Ccdc171		
Clec4a3	Gstz1	Nefm	Me1	Gm44829	Slc22a1		
Gm12250	Ubxn10	Mkl1	Pth1r	Rbp4	Gprasp2		
Serpina6b	Pln	Lilrb4a	Enpp3	Lox	Htr2b		
2510016D11Rik	Gm45051	Csf2rb	Sptlc3	Klf4	Acyp1		
Clec4a2	Pappa2	Il34	C030005K06Rik	Tsc22d3	Slc2a12		
Ifrd1	Nipsnap1	Cp	Vwa1	Gtpbp2	P4ha1		
Arntl	Fhl1	2200002D01Rik	Ace	Ltc4s	Esrrg		
Irgm2	Nr1h4	Tlr13	Apln	Hrct1	Lpar4		
Ccl11	Gm45453	C3	Aldh8a1	S100a14	Me3		

Aldh1a2	Frem2	Map3k8	Xylb	A530020G20Rik	Flrt3		
RP23-187B11.11	Mme	Dtx3l	Emx1	Ly6e	Itgb3bp		
Nos2	Slc25a42	Cd274	Nnt	Liph	Clic3		
Ddias	Dnhd1	Lgals3	Acot13	Slc25a33	Itga1		
Maff	Tmem88b	Arl4c	Pcdh17	Capn5	Eaf2		
Csf2rb2	Gpr17	Dhx58	Dnajc6	Slc25a22	Ccp1g1os		
Dapp1	Klf1	Dpep2	Alpl	Slco2a1	Ikbp		
Cx3cr1	Acox3	Fga	Slc2a5	Whamm	Kcnd3		
Epsti1	Kcp	Tmem252	Hnf4aos	Tmem71	Magi2		
Spp1	C8g	Psd	Entpd8	Gda	Fbxo2		
Al839979	Myom3	Sla	4632428C04Rik	Adgrg3	Mfsd4b1		
Zfp568	Pxmp2	Cybb	Galnt14	Gm17494	Suclg2		
Hbegf	BC026585	Fcgr3	Slc5a8	Gabre	Nxph3		
Smpdl3b	4732463B04Rik	Ddit3	Adhfe1	Gm12319	Slco4c1		
Ly86	Robo3	S100a6	Anpep	1600020E01Rik	Npnt		
Nfkb2	C330002G04Rik	Gbp5	Fgfr4	1700102P08Rik	Ltbp1		
Fam212b	Nr1d1	Slc7a5	Calml4	Gm26917	Inpp4b		
Tyrobp	Cda	Plin2	Acsc2	C920006O11Rik	Usmg5		
RP23-468H22.7	Gm44005	Casp1	0610005C13Rik	Klc3	Gper1		
Clec7a	Abcb1b	Slc11a1	D630023F18Rik	1810010H24Rik	Stxbp4		
Rtn4rl2	Fam57b	Ccdc88b	Espn	Tnk1	Sema3d		
Alox5ap	Ascc1	Btg2	Acsm1	Itgb4	Slc7a9		
Lax1	2610528J11Rik	Mt2	Hbb-bs	Ccl2	Gm16861		
Dcdc2a	Tst	Rnf180	Cbs	2700099C18Rik	Hsph1		
Ptpn7	Defb29	Lgals3bp	Crocc	Arhgap45	Fbn1		
Amica1	Sfxn5	Slfn2	Galnt11	Avil	Ppp1r14a		
Pik3ap1	Tmem26	Bst2	Dleu7	Gm38366	Gja5		
Glpr1	1810017P11Rik	Scn3a	Lgr6	Doc2g	Ank3		
Rac2	Ccnd1	Pirb	Mut	Wdr62	St6galnac3		
Plk2	Pld6	C5ar1	Aldh4a1	Phkg1	Syt17		
Tnfrsf1b	Myh14	Tap1	Glyat	Scg5	Afg1l		
Aoc1	Akr7a5	Psmb8	Gm6652	Arhgap22	Fgf1		
Rassf1	6430511E19Rik	Hmga1	Lrrc19	Tcigr1	Rgs9bp		
Gpr34	Wscd2	Stat2	Fggy	Gm47283	Aco2		
C7	Treh	Cxcl13	Kmo	Slc25a47	D330045A20Rik		
Ahnak2	2810030D12Rik	Xaf1	Oxgr1	AW011738	Gm43618		
Pld4	Pde4c	Tmem154	Lpar3	Gm42798	Pcdh19		
Ifi2712a	Cacnb4	Pak3	Abat	Pacsin3	Ak7		
Irgm1	Rtp3	Hilpda	Slc4a1	Islr2	Nusap1		
Rrad	Acad10	Runx3	S100g	Gm43860	Gsta4		
Tnfp1	Kcnn2	Ifih1	Gcat	Creb5	Tmem14a		
Gm16685	Hebp1	Klf5	B3galnt1	D930048N14Rik	Plcb1		
Tnfrsf13b	Gm17249	Herc6	Angptl7	Ctsd	Epha7		
Tspan32	Gm13262	Cd33	Gm42697	Tnfrsf10	Slc16a10		
Milr1	Gm10658	Parp12	Apom	Slc25a27	Ptgs		
6820431F20Rik	Gm45170	Runx1	Cpb2	Gm44949	Sfxn2		
Rian	Kdr	Oit1	Pcsk9	Ovol2	Sema3b		
Lst1	Adss1	Pglyrp1	Agxt2	Mapk11	Atp5k		
Lat2	Ar	Krt18	Tln2	Ttll11	Tek		
Nr6a1	Dhrs4	Ptprh	Slc26a4	Fam46b	Slc16a13		
Amotl2	Pipox	Tlr7	Pdzd3	N4bp2l1	Ptpro		
Lpcat2	Hnf1aos1	Nfkbia	Tinag	Ctnx1	Reln		
Mrc1	Map3k15	Trim30d	Slc8a1	Mir22hg	Slc4a11		
Cd53	Lrrc31	Sh2d5	Ces2e	Dgkh	Cspg4		
5730559C18Rik	Nit2	H2-K1	Ggt1	Csf2ra	Elovl6		
Ptpn12	Esm1	Anxa1	Agmat	Acrbp	Abcg2		
Tnfaip8l2	Grip2	Ddx60	Abhd14a	Klk1b3	Sfrp2		
Cd48	Adamts15	Trim30a	Idi1	Irs2	Gria4		
Serpina3h	Fam195a	Cldn3	Glyctk	1500011B03Rik	Cpt2		
Vav1	Magix	3010003L21Rik	Bphl	Fcgr2b	Hibch		
Snx20	Slc37a4	Nipal1	Car14	Gm6545	Stk32b		
Osmr	Gm38102	Nlrp3	Sord	Card9	Slc2a10		
Ms4a4b	Mgll	H2-T10	Lctl	2900089D17Rik	F8		
Dyrk3	Gm12121	Fut2	Slc16a7	Amigo3	Trib2		
Ajuba	Fah	Snhg15	Acat1	Gm13689	Sel1l3		
Il21r	Ceacam2	Basp1	Ass1	1810032O08Rik	Alx1		
Serpinb9	Dcxr	Zfas1	Lrrk2	Cxcr4	Nhlrc4		
Atg9b	Gldc	Naip5	Slc51a	Gm26532	Ndufa4		
Lrrc25	Gpr135	Il10ra	Acot4	Snhg17	Fam167b		
Cfap157	Reps2	Arid5a	Gm3716	Gm26836	Trpc3		
Atp8b4	Pck1	Pstpip1	Enpp6	A630001G21Rik	Col14a1		
Relb	Gm37844	Fgr	Gjb6	AU022754	Dusp19		
Fyb	Lhx1	Cldn7	Rida	Nbl1	Padi2		
Arid3b	1700067K01Rik	Tgfr1	Gm4131	Trim34a	1700101111Rik		
Misp	Capn6	Anxa3	Mgam	Tmem198	Hspa12b		
Cygb	Frs3	Cyp3a13	3632451O06Rik	Cabp1	Klhl14		

Plac8	Cisd3	Cmpk2	Calb1	Rasa4	Senp8	
Plagl1	Aldh9a1	F630028O10Rik	Gys2	Phf21b	Clstn2	
Plek	Lockd	B4galnt1	D630029K05Rik	Pkd1l3	Mrc2	
Gm42793	Gm11611	H2-Q4	Thns12	Gm13375	Hs3st6	
Samd5	Tmem25	Ddit4	Hykk	Kcnd1	Olfml3	
Was	Cyb5a	Akap12	Paqr9	Lmbr1l	B230369F24Rik	
Slc15a3	Ghr	Mthfd2	Actn3	Ankrd16	Ndufc1	
Evi2a	Dnajc19	Il18bp	Hcar1	Six2	Tyw3	
Adamts1	Ggnbp1	Socs2	Gm44386	Wfdc2	Gpr153	
Siglece	Fasn	Smox	Pcsk6	Arg2	Fam162a	
Zfp52	Ovol1	Spsb1	Serpinf2	1810026B05Rik	Chst2	
Neurl1a	Gm14257	H2-D1	Arhgef39	Coro2a	Htr1b	
Coro1a	Tmem150a	Nfil3	Smlr1	4933407K13Rik	A330009N23Rik	
Clcf1	Slc26a10	Soat2	0610006L08Rik	Gm4673	Tbxa2r	
Gm527	Gm36028	9930111J21Rik2	Gk	5330438D12Rik	Arhgap24	
Cfp	Wnt9b	Nr4a1	A1cf	Xrcc3	Vil1	
Myo1g	Shmt2	Rhou	Nap1l5	Pnp2	Uros	
Socs1	Dlec1	Eif4ebp1	Hdh3	Hoxb5	Dchs1	
Map3k14	D7Ert443e	Rnf19b	Lyplal1	Gch1	Plxna4	
Abl2	RP23-462D5.5	Sox9	Fbp1	Gnrh1	Atp5g1	
Myo1f	Lhx1os	Ercc1	St8sia1	Cd37	D630023O14Rik	
Atp2c2	Tmem64	Spred3	Acy1	Fxyd4	mt-Tp	
Mettl6	Vill	2410006H16Rik	Cyp51	Gm32856	Aspm	
Plet1	Mlxip1	Tmprss4	Pcca	Gn	Sdha	
Pilra	Pdzd2	Ctgf	D3Ert4751e	Galnt6	Enpp2	
Gm10226	Sap30	AW112010	Nox4	Gm15832	Pfkm	
Nckap1l	Mvd	Il18r1	Slc23a1	Cnr2	Hnmt	
Nek6	Acp6	Lrrc20	Gcnt1	Fchsd1	Wdr78	
Trim12c	Gm31105	Tnfrsf23	Ube2u	Klf8	Sertad4	
Lsp1	Pyroxd2	Ifi44	Pter	Rps4l	Slc13a4	
Sash3	Tmem86a	Sell	Pecr	Ago4	Bmp7	
Prrg4	Hmcn2	Hmga2	MacroD2	Blnk	Slc35f1	
Dusp8	9030617O03Rik	Gbp9	Gpm6a	Ethe1	Srl	
Birc3	Dpep1	Irak3	Nat8f1	Fbxo32	Slc17a4	
Laptm5	Gchfr	Phf11d	Slc22a13	Snhg5	Pgm5	
Parp9	Gm44243	Eno2	Lactb2	Gm12098	Ak1	
Car13	Ugt1a7c	Bbc3	Cmah	Fam46a	Scube1	
Zc3hav1	4833439L19Rik	Vat1	Pfn3	Gm43737	Isoc2b	
S100a4	Ano4	Meg3	Fn3k	Gm13423	Edn3	
S100a10	Aacs	Ifnlr1	Lin7a	Zc3h6	Nxn1	
Vps37b	RP24-94F12.6	Abca1	Alas2	Hspb1	Col4a3	
Enkur	Hsd3b3	Snx10	Slc22a2	Cnksr1	Hnf4a	
Gm9951	Fam169b	Etv4	Slc22a6	Cbap	Armxc4	
AB124611	Atp11a	Parp10	Chma4	Bhlhe41	Kcnj5	
Tgtp2	RP23-306P12.3	Cebpd	Dio1	Fbnp4	Gatb	
Fcer1g	Rhbg	Slc6a9	L3hypdh	Gm15545	Gcgr	
Nup62cl	Cpeb3	Gcnt4	Tlr12	Malat1	Tspan2	
Tlr1	Chrm3	Xdh	B3galt5	Dnah17	Car8	
Dusp2	Col27a1	Adamts14	Gm10222	Gm11772	mt-Cytb	
Serpinc1	Tmem182	Ager	Them7	Ubc	Zfp354b	
Fbxo30	Gm16170	P2rx7	Cubn	Nrbp2	D10Jhu81e	
Trpv2	9430037G07Rik	Dok3	Gm13855	Jade2	Ank2	
Asb5	Gm15241	Plekhn1	Slc16a4	Gm17491	Gm2415	
Apobr	Pex5l	Daxx	4931406C07Rik	Shisa5	Rab11fip3	
Golm1	Matn4	Gpr161	Sypl2	Gm6977	B130034C11Rik	
Ciita	Paqr7	Tapbp	Ugt2b34	Cebpb	Zfp493	
Zfhx4	Adm2	Gm42636	Tmigd1	Spire2	Cdhr2	
Mgp	Atxn7l2	Ccdc9	Acsm2	Edaradd	Clmp	
Phlda3	Ren1	Trafd1	Cox7a1	Gm14137	2310007B03Rik	
Sh2d4b	Gm15879	Isg20	Clstn3	Gm43534	D430019H16Rik	
P2ry12	Pax9	Lgals9	Nat8f6	Cited4	Npb	
Zfp51	Ssp0	Gm9442	Wfdc15b	H2-T23	Arxes2	
Samsn1	Dcst1		Rflna	Qtrt1	Prps2	
Npas2	Osbp2		Oxct1	Nmb	Plek2	
Gna15	G6pc		Acox2	Tap2	Frem1	
Arhgap30	Tsku		Slc13a3	Znfx1	Bsnd	
Zcchc18	Acot12		Akr1d1	Mapk13	Fabp4	
Dock2	Reep6		Nat8f3	Rpl10a-ps1	Syt4	
Spi1	Vstm2b		Afm	Gm37422	Col5a1	
Sfn	Gm43481		Cckar	Pstpip2	1700028J19Rik	
Cd86	9630013D21Rik		Mep1a	Clasrp	Kif11	
Tgfb1	Dbp		Proz	Gm43197	Chid1	
Enc1	Fabp7		Al314278	Triobp	Fads6	
Pvt1	Pcsk4		B3gat2	Cirbp	Stard4	
Klhl30	Gria3		Gm15823	Vars	Nme4	
Apbb1ip	Mfsd2a		Hba-a2	Sh3bgrl3	Entpd5	

Ikzf1	Lipg		Hbb-bt	Slc2a8	Raver2		
Apobec1	F5		Gm15638	Pitpm1	Il27ra		
Wnt16	Al838599		Gm15962	Krtcap3	Suc1g1		
Pik3cg	Dhtkd1		Dusp15	4930563D23Rik	Dapk2		
Itgal	Gm10804		Olfm3	Bmp3	St6galnac5		
Zfp202	D230017M19Rik		Slc5a2	Arrdc2	Tspan18		
Tmem173	Gm43190		Mpv17l	Adra2a	Fbln5		
Trp53inp1	Spag8		Gas2	Slc37a1	C1rl		
Casp12	Apoa2		Aspa	Ifit1bl2	Spsb4		
Hcn3	Cyp2c44		Gm4524	Vsig2	Stmn1		
Selplg	Afmid		Cela1	Snhg20	Gm27202		
Adgra1	Gm26588		Sucnr1	Rps6kl1	Negr1		
Snhg1	Ugt1a6b		Fut9	Myliip	D630024D03Rik		
Edar	Ftcd		Car4	Dedd2	F2rl3		
Nfam1	Extl1		Gm7457	Cenpt	Cnnm2		
Usp27x	BC035947		Ugt3a2	Mbd1	Rdh16f2		
Sp110	Dnph1		F13b	Il7	Angpt1		
Ch25h	Grin3a		Slc22a12	Ube2l6	Ndufs1		
Adamts8	Gfra4		Cyp2j11	Eno3	Ddc		
Efh2	Aspg		Aspn	Arl4d	Syp		
Tes	Gm10787		Slc17a3	Nectin4	Clec11a		
Rab32	Scd1		Tmem27	Pim1	Vstm2a		
Themis2	Aass		Baat	Snhg12	Sun3		
Ccr2	Mroh7		6330410L21Rik	Gm32031	Shank2		
Mab21l3	Spag4		Ak4	Ttc39b	Slc39a8		
Myc	Cfap126		Pdzk1	Gm15728	Gm19461		
Oser1	Car9		Slc10a5	Wars	Asb9		
9430076C15Rik	Vwce		Kl	Klk1b5	Pclaf		
Usp1	Abhd1		Slc34a1	Nucb2	Morn2		
Stat3	Gm45111		Slc6a20b		Hsf2bp		
Hsf4	Spr-ps1		Gm28438		Shisa3		
Ucgc	Bhmt2		Keg1		Gm14539		
Irf9	Fitm1		Egf		Steap3		
Pip5k1a	Uroc1		Gm15318		Wscd1		
Rgs10	BC089597		Btnl9		Col1a1		
Arl5c	5830473C10Rik		Ugt2b38		Apoo		
Ripk2	Hba-a1		Aadac		Sall2		
Rabgef1	Upb1		Slc39a5		Slc4a4		
Taf1a	Prok1		9030619P08Rik		Kcnj1		
Arhgap9	Gm15348		Slc22a8		Podxl		
Sbsn	Pzp		Cndp1		Ptgr2		
Ammecr1	Gm44810		Pde6a		Has3		
Cd300a	Ces1d		Aplnr		Syt3		
Gtse1	3110045C21Rik		Cpne4		Gm14399		
Tmem43	Tpm3-rs7		Dpys		Dhcr24		
Pea15a	Bco2		Hao2		Scn2b		
Parvg	Haa0		Fam151a		Ddn		
Cd72	Adrb3		Lrp2		Itgb8		
Tlr4	Ces1f		Gm37824		Erb4		
Tnfrsf13b	Gm6614		Gatm		Pcx		
Akr1b8	BC024386		Cyp2j5		Wisp1		
Adm	RP24-282C4.11		Acmsd		Ackr3		
Fosl2	Corin		Pah		Pi15		
Cysl1r1	Tbx10		Gabrb3		Qprt		
Rasa13	Olf1393		Ppp1r1b		Heyl		
Btk	Col6a6		Slc22a22		Ldlr		
Unc13d	Nxph4		Miox		Wnt5b		
Aen	Dnase1		Serpina3b		Pdzrn4		
Cd276	Inmt		Lrrc3b		Klkb1		
Gm13398	Mogat1		Nepn		Cabco1		
Adcy7	Nat8f5		Aspdh		Sema3g		
Zswim4	Ido2		Gm4450		Ccdc3		
Adar	Akr1c21		Slc22a28		Slc6a13		
Traf3ip3	Gm44785		Slc34a3		Spink1		
Lgals1	Cyp2j13		Insc		Col4a5		
S100a11			Gm10681		Nes		
Pik3cd			Slc22a30		Aldh3b2		
Itgax			Pvalb		Mapk10		
4933411K16Rik					Mcee		
Proser2					P3h2		
Rgs14					1700006J14Rik		
Wdfy4					Fam81a		
Ier5					Cyp2d26		
Rel					Slc1a1		
Litaf					Coch		
Zbtb34					Wdr86		

Asns					Angptl2		
Plekho2					C1qtnf2		
Plekho1					Dmtn		
Sde2					Asb2		
Sqstm1					Bex4		
Phf11b					Nrap		
Etv3					Ppp2r2b		
Cdk6					Xylt1		
Lrmp					Cacng4		
Tchp					Khdrbs3		
Hpse					Gm33023		
Relt					Tppp		
4930415O20Rik					Rit1		
Neurl3					Lekr1		
Bin2					Tmem52b		
C4b					Spag6		
Foxs1					Sostdc1		
Dnajb13					Hpgd		
Ptger4					Chdh		
Akr1c13					Rdh1		
Tuft1					Hsbp11i		
F2rl1					Cdkn3		
Gm13807					Slc38a4		
Pou2f2					Mdh1		
Arc					mt-Nd1		
Lbp					mt-Nd4		
1700017B05Rik					Chst3		
Efcab5					Rnf165		
Smcr8					Mdk		
Lag3					Tro		
Wnk3					Cldn19		
Slc1a2					D630014O11Rik		
Sh3bp2					Ptn		
Srgap1					C1ql3		
Nectin2					Colgalt2		
Tbc1d9					Nrgn		
Tbc1d10c					Mgat3		
Elf1a					Kcnn1		
Traf2					Depdc1b		
Gm6548					Plekfb1		
Ltbp2					Trac		
Spn					Kcnn3		
Gm1966					Shc2		
Mtf1					Slc7a7		
Mdm2					Hmgcs1		
Adgre4					Adamts12		
Zfp141					Mki67		
Mmp19					Igfals		
Tnnc1					Nol3		
Fgl2					Gm11814		
Snx16					Pcdh12		
Cpne8					Rps6ka6		
Ptafr					Ogdhl		
Prune2					Acss3		
Mpzl3					Sgip1		
Cd40					Sugct		
Tirap					Cetn4		
Srxn1					Dpp4		
Lacc1					Bdh1		
Plekha4					Rbfox1		
Mvp					Mylk3		
Hcls1					Tmem54		
Gm11131					Mccc1		
Zfp677					Top2a		
Scara3					Stc1		
Fam13b					1810014B01Rik		
Msi1					Lrriq3		
Nup210l					Cd248		
Tlcd2					Myct1		
Psrc1					Tril		
Phf23					Syt13		
Cdkn2b					Slc3a1		
Gpatch3					Rcn3		
Tifab					Wnt5a		
Mob3a					Gimap4		
Micall2					Ppp1r1a		

Hspb8				Slc12a3		
Nfkbiz				Lrrc4c		
Orc1				Unc5c		
Kbtbd8				Wnt11		
Ikbke				Cdk5rap1		
Bak1				Slc16a12		
AI504432				Cldn10		
Etaa1				Cln3		
AI662270				Fgf10		
Ncf2				Cbr1		
Ogfr				1190007I07Rik		
Zfp992				Prkar2b		
Ctsc				Pcbd1		
Mex3a				Gm13111		
Zfand2a				Lama4		
Suv39h2				Kcnmb1		
Gabrp				Ntf3		
Ubap1				mt-Nd2		
Cstb				Gcm1		
Speg				Lamc3		
Lins1				Ptger3		
Ptgir				Gm29683		
Arhgap28				Spata17		
Bcl9				Crb2		
Dock10				Slc5a12		
Cxcl16				Cryz12		
Lpxn				Hspa12a		
Fgfr1op				Sfrp4		
Lck				Mmd2		
Rlim				Slc5a9		
Cd300ld				Ndr4		
Trim21				Igf1		
Smg5				Sult1c2		
Slc20a1				Gm17767		
Wfdc17				Cdh11		
Arhgef5				Tmed6		
Eif2ak2				P2rx1		
Tubb6				Gucy2g		
Tmem140				Col15a1		
Map7d1				Slc14a1		
Cbr3				Aldoc		
Tmsb10				Anks4b		
Cyp1b1				Klhl4		
Prkcb				Itm2a		
Zfp189				Pnmal2		
Map3k13				Col3a1		
Ppan				Chst1		
Elf4				1110019D14Rik		
Ddx52				Gna14		
Kctd10				Unc13c		
Ttc39a				Mettl15		
Src				Kcne1l		
Cttnbp2nl				Ces2b		
Nrip3				Lmx1b		
Baz1a				Rhpn1		
Fermt3				Kcnf1		
Rnf213				Slc9a3		
Atp10a				Smarca1		
Pamr1				Slc14a2		
3110043O21Rik				Slc2a13		
Ccnf				Dio2		
Sbno2				Mgl2		
H2-M3				Akr1b3		
Syt2				Fabp3		
Zbtb39				Tldc2		
Ccl6				Habp2		
Gm44751				Snca		
Hic2				Glod5		
Dpysl3				Acot3		
Rras2				Dzip3		
Mak16				Mrgprf		
Rassf4				Zfp931		
H2-Ab1				Fmo1		
Parp8				Rnf182		
Arf2				Ankle1		
Ifi35				Tal2		

Bspry					Slc12a1		
Actn1					Emid1		
Zfyve26					Gm11992		
Pdlim7					Tmem169		
Rhbdf2					Glt8d2		
Nr4a3					Enpep		
Lrrn4cl					Nphs1		
Mapk6					Nkx3-1		
Myd88					Gm10522		
Ccdc137					Mest		
Rap2b					Vpreb1		
Tuba1a					Spag5		
Ankrd6					Dnah11		
Lyl1					Acnat1		
Ypel2					Fam69b		
Cpeb1					Rgs9		
Cgn					Ckb		
Gdpd5					Pm20d1		
Frmd6					Ugt2b5		
Ramp1					Gm17546		
Gsdmd					Prodh2		
H2-K2					Gm43429		
1810013L24Rik					Myom2		
Dclre1b					Sptssb		
Plag1					Galm		
Blcap					Vipr1		
Mb21d1					Gpc5		
Ddx58					Ephb1		
Sowahb					Itga8		
Mctp2					Tll1		
Gpatch4					Ano5		
Serpinb6a					Gm45847		
Nop58					Elovl2		
Tnfrsf10b					Halr1		
Lonrf3					Mfsd4b3		
H2-DMb2					Mfap2		
Slc35e4					D130043K22Rik		
Fam83g					Col6a3		
Cmtm3					Dlg2		
Il1rl2					Npy		
Gxylt2					4732465J04Rik		
3110001I22Rik					Crispld1		
Cyth4					Tdrd5		
Defb42					Hsd17b14		
Hmha1					Higd1b		
Sox4					Ndufa42		
Frk					Vcan		
Fam167a					Gm11789		
Esco1					Slc26a7		
Plekhf2					Gm45495		
Marveld2					Ranbp3l		
Kif1a					Spp2		
Tifa					Gm33543		
2310022A10Rik					Gm43800		
Akr1c12					Gm19541		
AA474408					Xpnpep2		
Lcp1					Ugt3a1		
Klrg2					Gm5524		
Scn7a					Gm17634		
Ubt2					Slc6a12		
Plekhn3					Gm12002		
P2ry6					Sfrp1		
Pnrc1					Ighm		
Ptprc					R3hdml		
Ifngr2					Tmem100		
Phf11c					Fndc5		
Sesn2					Gm14161		
Pwp2					Ngfr		
Cnksr3					Rph3a		
Pich1					B3galt2		
Tcp11					Abca13		
Epha2					Pnpla3		
Il6ra					Lum		
Hdac9					Slc2a2		
Dpf2					1110032F04Rik		
Il33					Gdf10		

Dcbld1					Spa17		
Nupr1					Slc10a2		
Zfp143					Srpx2		
Rab7b					Gm39078		
Slc31a2					Slc26a1		
Bcl2l1					Slc15a2		
H2-DMa					Stab2		
Tdrkh					Cyp2c23		
Prr15					Phyhip		
Trim25					Adam12		
Matk					Mtfp1		
Cdkn1c					Eddm3b		
Psmb9					Postn		
Capg					Tfpi2		
Mtf2					Hsd3b2		
Pf4					S100b		
Tert					Smpx		
Axin2					Slc10a1		
Mycl					Prlr		
Nr2c2ap					Adamts17		
Sp140					Mfsd4b5		
Fbxo45					Fat3		
Fam109b					Wfdc16		
Zfp410					Camk1g		
Vtcn1					Atp4a		
Plekha2					Gm6878		
Arid3a					Gm37296		
Pdgfb					Slco1a6		
Pitx2					Lypd2		
Pi4k2b					Csrnp3		
Zfp54					3110099E03Rik		
CAAA01180111.2					Kcna6		
Taok3					Cntn1		
Smurf1					Elf1		
Ptpre					Nrep		
Hn1					Zfp125		
Yy1					Dpt		
Cdh24					Gpr37		
Tchhl1					Mansc4		
Ttll7					Spta1		
Igf2bp3					Gm42397		
Orai2					Gm12326		
Tsr1					Itih1		
Kat7					Igfbp5		
Maml1					Tdg-ps		
Psmb10					Serpina6		
Il4ra					Clec2h		
Mef2d					Slc7a12		
Irf1					Mro		
Dcn					Gfra2		
Sfrmbt2					Retnla		
Fgd6					Nphs2		
Nrg1					Gm853		
Slc7a1					Cpn1		
D130040H23Rik					Hes2		
Grwd1					Lrn2		
Stat1					Tmem207		
Zfp954					Aadat		
Csrnp1					A4gnt		
Lrig1					Gm2115		
Ang					Meox2		
Elf3					2410003L11Rik		
Zfp518a					Gm12892		
Rasa2					Gm16010		
1700024P16Rik					Slc22a7		
AA414768					Gm45650		
Nhlrc3					Tnn		
Tppp3					Slc22a19		
Arpc1b					Chil4		
Ell					Mep1b		
Ifitm1					Cck		
Map4k5					Cox8b		
Zfp655					Ccdc170		
Leo1					Nccrp1		
Utp15					Gm32688		

B230307C23Rik					Kap		
Zcchc10					Sycn		
Ccdc120					Rdh19		
Rnase4					Slc22a29		
Slit3					Slc7a13		
Igf2bp1					Slc22a27		
Cd2ap					Nr2e3		
Jazf1							
Stk17b							
Cirh1a							
Cx3cl1							
Ifitm3							
Marcks1							
Axl							
Styk1							
Impg2							
Smyd5							
Ptrh1							
Zfp558							
Zfp583							
Gpr183							
Mmp12							
Apaf1							
Nip7							
Casc1							
Nrf1							
Zxdc							
Ccdc112							
Rbm43							
Nck1							
1700016C15Rik							
Rnf121							
Lrp8							
Snx11							
Arid5b							
Ppp1r12b							
Gstp-ps							
Traf1							
Cd74							
Tmem158							
Vim							
Aplp1							
Psme2b							
Elf6							
Tex10							
Cenpj							
Zbtb42							
Atf1							
Nup62							
Rab40c							
Exog							
Slc39a6							
Atg14							
Gxylt1							
Hn1l							
4833422C13Rik							
Unc93b1							
Nkd2							
Gm20559							
Fbxl22							
Mapkapk3							
Wbp11							
Dsel							
Clic1							
Nsrp1							
Morc3							
Gnl3							
Tbrg1							
Gla							
Brd2							
Mex3c							
Tsc22d1							
Vps37c							
Zfp935							
Pramef8							
Rab15							

Fam104a							
Zfp995							
Rps6kc1							
Vopp1							
S1pr2							
Cdc34							
Mettl2							
Casp8							
Pprc1							
Gpr35							
Arhgap15							
Mast4							
Chmp4c							
Ube2g2							
Cry1							
Epc1							
Utp23							
Gm17435							
Tox4							
Haus3							
Nmi							
Samd4b							
Prr5l							
Cdk5r1							
Rbm11							
Zfp667							
Nfkbib							
Dgkg							
Gins3							
Zfp64							
C030015A19Rik							
Ak6							
Traf6							
Mcl1							
Fem1c							
Snx30							
Bid							
AU020206							
Slc25a24							
Rinl							
Pcdhb9							
Lamb3							
AI597479							
Oas1c							
Phldb3							
Mob3c							
Ppp4r2							
Tbpl1							
Btbd19							
Neto2							
Itgb2							
Ccm2							
Krt8							
Gm9892							
Zfp280b							
Bcl10							
Itpkc							
Tfe3							
Grk5							
Ampd3							
Ccdc149							
Tpm1							
Ihh							
Polr3d							
Hoxa1							
Poldip3							
Cyp4v3							
Nepro							
Kif5c							
Zfp605							
Rnf19a							
Zdhhc18							
Top3a							
Mis12							
Zfp105							
Fbxo6							

N4bp1							
Dgcr8							
Med4							
Trim45							
Trim16							
Pknox2							
Gclc							
Fam118a							
Atf4

How the deposited data were processed for this re-analysis (not part of the article)

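Kidney RNA was sequenced from 18 libraries, control and *Lin28A* OE mice with 3 libraries each after 1, 2 and 5 weeks of Dox. The deposited signal values were made by the authors, who mapped the reads to mm10 with STAR, counted them per gene with HTSeq and divided them by DESeq2 size factors, with no versions given. They cover 49585 gene rows, and 99.5% of the gene identifiers match the GRCm38 annotation used for coordinates. Whole reads were recovered for every value within a tolerance of 0.001, and size factors recomputed from them by the median of ratios matched those of the file.

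Genes with a mean normalized value above 10 were tested, 16984 in all, on log2(value + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend and 1 fit of all 18 libraries. A DEG had a log2 fold change above 1 or below -1 and a Benjamini-Hochberg adjusted p under 0.05, as in the paper. The plan named limma as the main test for normalized values and edgeR for whole-number counts. The deposited values are normalized, so limma was kept, and count models on the recovered reads were run as alternatives. Each OE group was compared with the controls of the same week, OE at 2 weeks with OE at 1 week, controls with each other, and the OE effects between weeks by an interaction. Groups of genes were 51 lists with 945 genes, of which 944 were matched, tested with camera at a preset correlation of 0.01 and with an estimated correlation. Named genes were every gene the paper names for these measurements, the 10 DEGs with the largest rise and the 10 with the largest fall per comparison whose libraries did not overlap, and from each list the 4 members past the test with the largest change and any that went against most members. Genes without an assigned name were left out of sentences.

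Depth per library is given with the experiment, and values of genes with few reads are limited by counting error. On simulated data limma recovered 68.1% of genes changed by a log2 fold of 1.5, 93.8% at 2 and 95.7% at 3. Alternatives were pseudocounts of 0.5 and 5, no filter and a mean above 50, quantile normalization, upper-quartile rescaling, edgeR 4.0.16 with TMM, DESeq2 1.42.0 on the recovered reads, a fit of the compared groups alone, robust variance moderation, the replicate number as a block, the *Xist* level as a covariate, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Enrichment of GO terms with GeneAnalytics was not repeated, since that tool and its gene sets are not held here. Samples measured by ELISA, flow cytometry, qPCR, Western blot and staining were not analysed here.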

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

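The test of *Lin28a* as a share of each library's reads, the correlation of *Six2* with *Lin28a*, and the splits that exchange weeks were chosen only after the results were seen.

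The effect of OE differed between weeks in 2995 genes by a limma test of the difference itself, 987 between 2 and 1 weeks and 2764 between 5 and 2 weeks. From 1 to 2 weeks the effect on *Lcn2* grew by 3.30 (standard error 0.66, adjusted p = 0.00675 from limma) and that on *Il1f6* by 3.13 (standard error 0.78, adjusted p = 0.0201 from limma), both on the log2 scale. The other 12 of 14 genes the paper names that were tested this way did not pass from 1 to 2 weeks, among them *Cxcl10* at -0.18 (standard error 0.38, adjusted p = 0.821 from limma). From 2 to 5 weeks the change in effect was -3.25 (standard error 0.66, adjusted p = 0.00173 from limma) for *Lcn2*, -5.66 (standard error 0.68, adjusted p = 3.01e-05 from limma) for *Tnf* and -3.81 (standard error 0.79, adjusted p = 0.00197 from limma) for *Ccl2*. For the neutrophil chemokines it was -4.92 (standard error 1.05, adjusted p = 0.00231 from limma) for *Cxcl5*, -3.94 (standard error 0.79, adjusted p = 0.00158 from limma) for *Cxcl2* and -4.55 for *Cxcl1*. For *Cxcl10* it was -4.36 (standard error 0.38, adjusted p = 2.70e-06 from limma), for *Ccl7* -4.29 (standard error 1.15, adjusted p = 0.0107 from limma), for *Il1f6* -4.17 (standard error 0.78, adjusted p = 8.55e-04 from limma) and for *Il1f9* -5.27 (standard error 0.91, adjusted p = 5.02e-04 from limma). It did not pass for *Ccl20*, -2.35 (standard error 0.95, adjusted p = 0.0746 from limma), *Ccl12*, -2.26 (standard error 1.05, adjusted p = 0.117 from limma), and *Havcr1*, -1.77 (standard error 1.41, adjusted p = 0.375 from limma). With OE and control labels exchanged within each week, 15 of 100 splits, the real one included, gave a count as large as 2995, up to 8139. Such an exchange can reverse the OE effect in a week and so make a difference between weeks, and the test therefore cannot decide about chance. Of the 14 other splits as large, 12 had at least 1 week in which OE and control mostly or wholly changed places. Of 9 splits without such a week 2 were as large, the highest at 3198. With the weeks exchanged within OE and within control libraries, 1 of 100 splits, the real one, reached 2995, and the highest other count was 1550.

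*Lin28a* differed in its effect between 5 and 2 weeks by -7.55 (standard error 0.41, adjusted p = 5.08e-08 from limma), while Dox was given throughout. Loss of the nephron tubule cells by 5 weeks would lower tubule markers, but their median rose by 1.76 on the log2 scale from 2 to 5 weeks of OE. The bootstrap interval of 1.53 to 2.29 is over 52 genes and does not measure the spread between kidneys. *Lin28a* thus did not fall together with tubule transcripts in general. The markers were already low at 2 weeks of OE, so a rise from there cannot tell cell number from expression per cell, and a loss of cells is not excluded. Lower depth or the normalization of the 5-week libraries is argued against by *Lin28a* as a share of each library's own reads, which was 157-fold lower at 5 weeks (96.7 to 281 between the closest and the farthest libraries). Replacement of OE cells by tubule cells without the transgene, silencing of the transgene and a lower intake of Dox were not tested and stay open.

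*Six2*, which the text of the paper does not discuss in these libraries and Table S3 lists among the genes of late upregulation, averaged 5791 ± 898 (SD, n = 3) normalized reads in OE kidneys at 1 week, 12678 ± 4379 (SD, n = 3) at 2 weeks and 101 ± 55.3 (SD, n = 3) at 5 weeks, and 2.52, 0.741 and 2.6 in controls. A return of the nephron progenitor programme as a whole is argued against by the other 12 measured genes of that list. Their median log2 fold change at 2 weeks was -0.40 (bootstrap interval -1.84 to 0.18). The interval is over these genes and does not measure the spread between kidneys. Transcripts of the Cre transgene that carry *Six2* sequence may contribute, and over the 6 OE libraries at 1 and 2 weeks Spearman's rho of *Six2* with *Lin28a* was 0.657 (exact permutation p = 0.175) and Pearson's r was 0.896 (exact permutation p = 0.0306). Without the 2 libraries farthest from the median of *Lin28a* r was 0.031, so the relation rests on those libraries. The test was first worded over all 9 OE libraries and was restricted to these 6 because the 5-week libraries form a separate cluster. The OE mice carry Six2Cre and the controls do not. This explanation and induction of the endogenous gene therefore cannot be told apart by comparing OE with control.

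Libraries with more than 100 normalized reads of *Xist* were spread unevenly over the groups, and the labels give no sex. Sex as the source of the DEGs at 1 and 2 weeks is argued against by a fit with the *Xist* level as a covariate. In this fit 95.2% and 96.2% of the DEGs at 1 and 2 weeks remained DEGs in the same direction. Between 2 and 1 weeks of OE 86.6% remained, where 2 of 3 and 1 of 3 libraries had *Xist* above 100. At 5 weeks 97.1% remained, but 1 of 3 OE and 1 of 3 control libraries had *Xist* above 100. The covariate could thus change little at 5 weeks, and its result decides nothing about sex there. In the 12 libraries with the Y-linked *Ddx3y* above 100 and *Xist* below 100 normalized reads, an alternative chosen after the data were seen, 87.6%, 82.1% and 47.8% remained, and 56% between 2 and 1 weeks of OE, with fewer libraries in most groups and 1 OE library at 2 weeks. Of 10 listed androgen-dependent kidney genes 6 were lower at 2 weeks from limma (6 when adjusted over the list alone, adjusted p = 0.331 with an estimated correlation), when 2 of 3 OE libraries and 1 of 3 controls had *Xist* above 100. Between 2 and 1 weeks of OE a part of the DEGs may depend on sex or on the smaller number of libraries, which the covariate and the smaller set answer differently. At 5 weeks a sex difference alike in OE and control kidneys would be balanced, and the smaller set holds 2 libraries per group. Whether the OE effect at 5 weeks itself differs between the sexes was not tested.

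Of 31 listed targets of let-7, a microRNA that LIN28 proteins block, 22 were higher and 1 lower at 1 week at an adjusted p under 0.05 from limma (22 and 1 when adjusted over the list alone), a group the paper does not analyse in these libraries. At 2 weeks 23 were higher and 1 lower, and at 5 weeks 9 and 1 (23 and 1, and 10 and 1 when adjusted over the list alone), with median log2 fold changes of 0.88, 1.07 and 0.29 at the 3 weeks. Camera's adjusted p = 0.0156, 0.0338 and 0.095 with an estimated correlation. In the same kidneys at 1 week the median log2 fold change was 2.55 for macrophage and monocyte markers and -1.36 for proximal tubule markers.

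With 3 libraries against 3 there are 10 splits, too few for a share under 0.05, and in each comparison 1 of 10 splits, the real one, gave the real count. The highest other count was 0 beside 2246 DEGs at 1 week, 5372 at 2 weeks and 1904 between 2 and 1 weeks of OE, and 6 beside 1332 at 5 weeks. It was also 0 beside the 38 cytokine and chemokine, 20 tubular injury, 43 NF-κB pathway and 10 AKT pathway genes higher at 1 week. For the 46 genes that changed direction 3 of 100 splits, the real one included, were as large, and the highest reached 2631. These splits mix OE and control libraries, so controls under the label of OE at 1 week can turn the OE effect itself into reversals. These splits also remove the effect at 1 week, and both comparisons share the OE libraries at 1 week, so they do not show whether a reversal on top of that effect goes beyond chance. For the 14 DEGs between control groups 8 of 100 splits were as large, up to 55, so chance is not excluded.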

How the results depend on the processing

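The set of 12 libraries with the Y-linked *Ddx3y* above 100 normalized reads and the leave-one-out PCA were chosen after the data were seen. Over the 12 alternatives set beforehand the DEGs ranged from 1673 to 2533 at 1 week, 4144 to 6885 at 2 weeks and 916 to 1559 at 5 weeks, 1414 to 2166 between 2 and 1 weeks of OE and 2587 to 3323 for effects that differ between weeks, and the cytokine, tubular injury, NF-κB and AKT counts stayed within 1.5 times. Leaving out 1 library gave 775 (without OE replicate 3) to 1775 (without OE replicate 1) DEGs at 5 weeks, and the Y-linked libraries alone 730. The genes that changed direction numbered 20 with a mean above 50, which tests fewer genes, 30 in the Y-linked libraries alone, and 22 (without OE replicate 1 at 1 week) to 71 (without OE replicate 2 at 1 week). DEGs between control groups numbered 159 with DESeq2, 40 with the replicate number as a block although the numbers pair no samples, 95 in the Y-linked libraries alone, and 3 (without control replicate 3 at 2 weeks) to 153 (without control replicate 1 at 2 weeks). The first component held 54.4% of the variance with all genes, 67.3% with a pseudocount of 5, and 57.6% to 65.5% when 1 library was left out. Among values of named genes, 12180 of 12854 kept direction and call, 654 lost the call, 6 gained it and 14 reversed. The reversed values all compare 2 weeks with 1 week of OE, where no call was made. *Havcr1* (log2 fold change -0.056) was 0.025 with edgeR, 0.023 with DESeq2, 0.32 with *Xist* as a covariate, 0.48 in the Y-linked libraries alone, and -0.50 to 0.22 with 1 library left out. *Il1f9* (0.10) was -0.12 with edgeR, -0.13 with DESeq2, -0.15 in the Y-linked libraries alone, and -0.53 to 0.70 with 1 library left out. With 1 library left out *Ccl20* (0.36) was -0.059 to 0.78 and *Ccl12* (0.36) -0.047 to 1.03. Apart from the filter and the fewer libraries, the cause was not tested. In the Y-linked libraries 1 OE library is left at 2 weeks. Where a group keeps 1 or 2 libraries, limma pools the spread over the groups.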

Differences from the paper's values

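For 3 of the 10 cytokines of Table S2 the log2 fold change at 1 week differed from the paper's by more than its standard error, with limma on log2(normalized value + 1). For *Il1f6* the paper's value is 6.9 and the value here 6.15. It came within the standard error of the paper's under edgeR (6.80), DESeq2 (6.90), a pseudocount of 0.5 (6.64), *Xist* as a covariate (6.38), and without control replicate 1 (6.43), control replicate 3 (6.41) or OE replicate 1 (6.66). For *Ccl20* the paper's value is 9.0 and the value here 7.28, and edgeR (8.68) and DESeq2 (8.98) came within it. For *Il1f9* the paper's value is 7.2 and the value here 6.14, and edgeR (7.08), DESeq2 (7.19) and leaving out OE replicate 1 (6.78) came within it. The other alternatives set before the data were examined did not, for each gene. The paper's methods name DESeq2 for its differential expression. For the other 7 cytokines the values lay within 1 standard error of the paper's.

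Table S3 lists *Xist* among the genes of early upregulation. Here its log2 fold change at 1 week was 3.12 (adjusted p = 0.556 from limma), and DESeq2 gave 8.27 (adjusted p = 0.00726 from DESeq2), which calls it. DESeq2 was the one setting of those run that calls it, with edgeR at 8.26 (adjusted p = 0.147 from edgeR). Without OE replicate 1 the log2 fold change from limma was -0.34.

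Of 312 tested genes that Table S3 lists under late upregulation, 253 rose from 1 to 2 weeks of OE here and were not called at 1 week. *Six2* is listed there, and here its log2 fold change at 1 week was 10.99 (adjusted p = 6.03e-09 from limma) and from 1 to 2 weeks 1.09 (adjusted p = 0.171 from limma). The rise at 1 week was called in every setting run, and that from 1 to 2 weeks by DESeq2 (1.14, adjusted p = 0.0058 from DESeq2), edgeR (1.14, adjusted p = 0.0137 from edgeR), and limma with a pseudocount of 5 (1.09) or with the compared groups alone (1.09).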

Other observations

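Genes of the proximal and distal tubule, the loop of Henle, intercalated cells and endothelium were lower in OE kidneys, and those of podocytes at 2 and 5 weeks. At 1, 2 and 5 weeks 22, 28 and 8 of 28 proximal tubule genes were lower at an adjusted p under 0.05 from limma (23, 28 and 14 when adjusted over the list alone), with *Miox*, a myo-inositol oxygenase, at a log2 fold change of -2.50 at 1 week and *Slc34a3*, a phosphate transporter, at -5.99 at 2 weeks. Of distal convoluted tubule genes 11, 12 and 6 of 12 were lower (11, 12 and 6 when adjusted over the list alone), with *Calb1*, a calcium-binding protein, at -3.56 at 2 weeks. Of loop of Henle genes 3, 11 and 9 of 12 were lower (2, 12 and 10 when adjusted over the list alone). Among them *Slc12a1*, a sodium-potassium-chloride cotransporter, had a log2 fold change of -3.08 at 2 weeks. Intercalated cells belong to the collecting duct, and of their genes 10, 11 and 3 of 13 were lower (12, 11 and 3 when adjusted over the list alone), with *Slc26a4*, an anion exchanger, at -2.88 at 2 weeks. Of endothelial genes 12, 13 and 11 of 14 were lower (14, 13 and 11 when adjusted over the list alone), with *Kdr*, a receptor of VEGF, at -1.31 at 1 week. Of 12 podocyte genes 8 were lower and 1 higher at 2 weeks and 7 lower at 5 weeks (8 and 8 lower when adjusted over the list alone). At 1 week 0 were lower from limma (0 when adjusted over the list alone, 1 at an unadjusted p under 0.05), against 1 from edgeR and 1 from DESeq2, and the median log2 fold change was 0.07. Genes of collecting duct principal cells had median log2 fold changes of -0.39, 0.24 and 0.54, and of 11 genes 1 was lower at 1 week, 1 lower and 1 higher at 2 weeks and 1 higher at 5 weeks (1 and 1 lower and 1 higher when adjusted over the list alone). With an estimated correlation camera's adjusted p over the 3 weeks was 0.182, 0.113 and 0.276 for the proximal tubule, 0.147, 0.105 and 0.254 for the distal convoluted tubule, 0.561, 0.172 and 0.192 for the loop of Henle, 0.0156, 0.0467 and 0.53 for intercalated cells, 0.0808, 0.105 and 0.076 for endothelium, 0.94, 0.511 and 0.24 for podocytes and 0.66, 0.992 and 0.53 for principal cells.

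Genes of stress responses and fetal growth were higher. At 1, 2 and 5 weeks 17, 16 and 6 of 19 p53 target genes were higher (17, 16 and 9 when adjusted over the list alone), with *Eda2r*, a death receptor, at 4.15 and *Gdf15*, a stress cytokine, at 2.80 at 1 week. Of integrated stress response genes 14, 16 and 1 of 17 were higher (14, 16 and 1 when adjusted over the list alone), with *Atf3*, a transcription factor, at 4.17. Of ribosome biogenesis genes 12, 14 and 1 of 20 were higher (12, 14 and 1 when adjusted over the list alone), and of fetal and imprinted genes 8, 8 and 3 of 13 (8, 8 and 3 when adjusted over the list alone), with *H19*, an imprinted RNA, at 4.74 at 1 week. *Igf2bp2*, an RNA-binding let-7 target, had a log2 fold change of 3.30 (standard error 0.16, adjusted p = 3.63e-09 from limma) at 1 week. With an estimated correlation camera's adjusted p was 0.0619, 0.101 and 0.192 for p53 targets, 0.135, 0.134 and 0.576 for integrated stress, 0.274, 0.331 and 0.58 for ribosome biogenesis and 0.209, 0.282 and 0.826 for fetal and imprinted genes. Of 24 proliferation genes 4 were lower at 2 weeks from limma (0 when adjusted over the list alone, 6 at an unadjusted p under 0.05, adjusted p = 0.849 with an estimated correlation), 6 from edgeR and 10 from DESeq2. In the same kidneys the macrophage and monocyte markers had median log2 fold changes of 2.55, 3.25 and 2.28 at 1, 2 and 5 weeks.

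*Il6* lay below the filter on low values. It had 71, 52 and 35 reads over the OE libraries at 1, 2 and 5 weeks and 0 over the controls, so it was at least 21.2-, 12.8- and 10.5-fold higher, against 3 reads over each control group. With no filter its log2 fold changes were 4.50, 3.99 and 3.37 (adjusted p = 3.81e-06, 2.15e-06 and 3.71e-04 from limma). The paper calls the response independent of IL-6, whose protein its ELISA did not find raised, and the values here are transcripts. The OE and control libraries did not overlap in 49.6%, 61% and 35.1% of genes at 1, 2 and 5 weeks, where chance gives 10%.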
